# TNFR2 Signaling Regulates the Immunomodulatory Function of Oligodendrocyte Precursor Cells

**DOI:** 10.3390/cells10071785

**Published:** 2021-07-15

**Authors:** Haritha L. Desu, Placido Illiano, James S. Choi, Maureen C. Ascona, Han Gao, Jae K. Lee, Roberta Brambilla

**Keywords:** oligodendrocytes, neuroinflammation, remyelination, cytokines, TNF, multiple sclerosis

## Abstract

Multiple sclerosis (MS) is a neuroimmune disorder characterized by inflammation, CNS demyelination, and progressive neurodegeneration. Chronic MS patients exhibit impaired remyelination capacity, partly due to the changes that oligodendrocyte precursor cells (OPCs) undergo in response to the MS lesion environment. The cytokine tumor necrosis factor (TNF) is present in the MS-affected CNS and has been implicated in disease pathophysiology. Of the two active forms of TNF, transmembrane (tmTNF) and soluble (solTNF), tmTNF signals via TNFR2 mediating protective and reparative effects, including remyelination, whereas solTNF signals predominantly via TNFR1 promoting neurotoxicity. To better understand the mechanisms underlying repair failure in MS, we investigated the cellular responses of OPCs to inflammatory exposure and the specific role of TNFR2 signaling in their modulation. Following treatment of cultured OPCs with IFNγ, IL1β, and TNF, we observed, by RNA sequencing, marked inflammatory and immune activation of OPCs, accompanied by metabolic changes and dysregulation of their proliferation and differentiation programming. We also established the high likelihood of cell–cell interaction between OPCs and microglia in neuroinflammatory conditions, with OPCs able to produce chemokines that can recruit and activate microglia. Importantly, we showed that these functions are exacerbated when TNFR2 is ablated. Together, our data indicate that neuroinflammation leads OPCs to shift towards an immunomodulatory phenotype while diminishing their capacity to proliferate and differentiate, thus impairing their repair function. Furthermore, we demonstrated that TNFR2 plays a key role in this process, suggesting that boosting TNFR2 activation or its downstream signals could be an effective strategy to restore OPC reparative capacity in demyelinating disease.

## 1. Introduction

Multiple sclerosis (MS), a chronic autoimmune neuroinflammatory disorder, is the leading cause of neurological disability in young adults [1]. One of the hallmarks of MS is oligodendrocyte death that results in the formation of demyelinating lesions within the CNS, both in the white and gray matter [2]. Active lesions, which are prevalent in the acute phase of relapsing-remitting MS (RRMS), are characterized by the presence of immune cell infiltrates and high levels of inflammatory factors, including cytokines and chemokines [3,4]. The efficacy of approved disease modifying therapies (DMT) for RRMS is in fact due, predominantly, to their ability to reduce this immune-inflammatory burden [5]. DMTs, however, do not promote remyelination, the key process necessary for lesion repair, or neuroprotection and, thus, are ineffective in progressive MS forms wherein axonal damage and neurodegeneration are prominent pathological correlates [6]. Lesion repair failure has been attributed to the compromised differentiation capacity of oligodendrocyte precursor cells (OPCs) in individuals with MS [7]. Although this has been suggested to depend on the neurotoxic lesion environment, the mechanisms that drive OPC fate in MS and underlie remyelination impairment have yet to be fully understood. 

Tumor necrosis factor (TNF) is a pleiotropic cytokine that has been linked to MS pathophysiology [8]. Indeed, TNF is found at high levels in the serum, cerebrospinal fluid, and active lesions of individuals with MS [9,10,11,12], correlating with lesion severity and disease progression [10]. TNF exists in two active forms: a native transmembrane form, tmTNF, which functions via cell-to-cell contact, and a soluble form, solTNF, generated via the enzymatic cleavage of tmTNF [13] by the metalloproteinase ADAM17 [14,15]. SolTNF preferentially binds to and activates TNFR1, whereas tmTNF, which can bind to both receptors, is the main activating ligand of TNFR2 [16,17]. Signaling downstream of TNFR1 and TNFR2 often results in opposing effects during disease progression, with TNFR1 typically initiating cell death and chronic inflammatory mechanisms via canonical NF-κB activation and TNFR2 promoting pro-survival and reparative cascades via the activation of PI3K/AKT and non-canonical NF-κB signaling [18].

Several reports, including our own, have suggested that activation of TNFR2 signaling in oligodendroglia is beneficial in MS. A seminal study by Arnett et al. using germline TNFR2 knockout mice in the cuprizone model of demyelination demonstrated that TNFR2 is essential for oligodendrocyte differentiation and remyelination [19]. At our end, using a conditional knockout model where TNFR2 was specifically ablated throughout the oligodendrocyte lineage (CNPcre:TNFR2^fl/fl^ mice), we showed that TNFR2 is implicated not only in the differentiation of oligodendrocytes but also in their immunomodulatory function [20,21]. Indeed, induced with experimental autoimmune encephalomyelitis (EAE), CNPcre:TNFR2^fl/fl^ mice showed earlier disease onset and chronic EAE exacerbation, which correlated with increased axonal damage and impaired remyelination. The early disease onset was preceded by accelerated immune cell infiltration, expression of proinflammatory cytokines, and microglial activation in the spinal cord [20]. Together, these findings pointed at a role for TNFR2 in suppressing the inflammatory and immunomodulatory function of oligodendroglia during neuroimmune disease. Furthermore, *in vitro* data suggested that it is TNFR2 signaling in OPCs, rather than in mature oligodendrocytes (OLs), to be primarily implicated in these processes [20]. 

Based on this collective evidence, to better understand the mechanisms underlying repair failure in MS, we investigated the cellular responses of OPCs to inflammatory activation and the specific role of TNFR2 in their modulation. Following the treatment of cultured OPCs with IFNγ, IL1β, and TNF, cytokines that are highly expressed in the MS lesion environment, we assessed transcriptional changes by RNA sequencing (RNAseq) and observed a marked shift towards an immunomodulatory phenotype, as well as metabolic alterations that could increase vulnerability to cell stressors. We also observed that gene signatures associated with proliferation and differentiation were affected in OPCs, pointing at a potential reduction in their repair capacity. Through bioinformatics, we mapped putative ligand–receptor interactions between OPCs and microglia, indicating the high likelihood that OPC-produced chemokines act on microglia, enhancing their activation state and migration. Notably, these outcomes were exacerbated in OPCs lacking TNFR2, which exhibited further metabolic dysregulation and upregulation of inflammatory processes, specifically of molecules known to promote microglia proliferation and immune-cell migration. 

In summary, we showed that OPCs shift towards an immunomodulatory phenotype when exposed to a neuroinflammatory environment and TNFR2 is implicated in the regulation of this process. Our data indicate that the activation of TNFR2 signaling may redirect OPCs towards proliferation, differentiation, and repair by suppressing their immunomodulatory and inflammatory function, underscoring the relevance of TNFR2 as a target for CNS repair. 

## 2. Materials and Methods

### 2.1. Mice

Germline TNFR2^−/−^ (stock #002620) and WT C57BL/6J mice were obtained from the Jackson Laboratory and used to generate primary cell cultures. All mice were group-housed (maximum 5 mice/cage) in the Animal Core Facility of The Miami Project to Cure Paralysis in a virus-/antigen-free, temperature and humidity controlled room with a 12 h light/dark cycle and free access to water and food. All experiments were performed according to protocols and guidelines approved by the Institutional Animal Care and Use Committee of the University of Miami.

### 2.2. Primary Oligodendrocyte Cultures and Cytokine Stimulation

Cortices from postnatal day 3–5 pups were dissected out and dissociated into single cell suspensions with the Papain Neural Tissue Dissociation Kit (Miltenyi Biotec). Oligodendrocyte precursor cells (OPCs) were isolated by MACS separation using LS columns (Miltenyi Biotec) after incubation with anti-PDGFRα conjugated magnetic microbeads (Miltenyi Biotec). PDGFRα^+^ cells were seeded on poly-d-lysine/laminin coated 24-well plates (40,000 cells/well) and maintained in OPC medium consisting of DMEM/F12 supplemented with 1% N2, 2% B27, 0.01% BSA, 1% penicillin/streptomycin, 10 ng/mL PDGF-AA, and 10 ng/mL FGF2. Cells were cultured for 3 days, with medium replacement (half the volume) every other day. After 3 days *in vitro* (DIV), OPCs were stimulated with a cytokine cocktail of recombinant mouse TNF, IFNγ, and IL1β (all at a concentration of 25 ng/mL, BioLegend) or exposed to the PBS vehicle, then assessed for: (1) intracellular signaling activation: OPCs stimulated for 10 and 20 min, then collected for western blot; (2) differential gene expression: OPCs stimulated for 3 h, then collected for RNA sequencing (RNAseq). In select experiments, OPCs were stimulated with a cytokine cocktail or PBS for 3 h then switched to oligodendrocyte (OL) differentiation medium consisting of DMEM/F12 supplemented with 1% N2, 2% B27, 0.01% BSA, 1% penicillin/streptomycin, 10 ng/mL CNTF, and 40 ng/mL T3. Cells were differentiated to pre-myelinating OLs for 4 days, with medium replacement (half the volume) every other day, then fixed. 

### 2.3. Immunocytochemistry

Cells were fixed with 4% paraformaldehyde (PFA), blocked with 5% normal goat serum, and incubated with antibodies against PDGFRα (rat, 1:200; #558774, BD Pharmingen), Olig2 (rabbit, 1:500; #AB9610, Millipore), and MBP (rat, 1:500; #MAB386, Millipore). For the immunolabeling of O4^+^ OLs, live cells were incubated with O4 hybridoma cell supernatant (kindly provided by Dr. Paula Monje) prior to fixation. Immunoreactivity was visualized with secondary species-specific fluorescent antibodies (1:750; Alexa Fluor-594 and Alexa Fluor-488, Invitrogen). Representative images were taken with a Zeiss Axiovert A1 fluorescence microscope. Cells stained with Olig2, O4, and MBP were analyzed (cell numbers and morphology) in an unbiased manner from 9 randomly selected fields of view per biological replicate at 10× magnification using the Cellomics ArrayScan VTI high-content analysis system (ThermoScientific, Waltham, MA, USA). 

### 2.4. Flow Cytometry

OPCs were isolated, cultured, and stimulated as described above, then switched to a cytokine-free medium overnight (approximately 18 h). Cell were then collected after 5 min incubation with accutase, spun down and resuspended in live/dead staining solution (GhostDye Vio540, Tonbo Biosciences). After 30 min at 4 °C, cells were resuspended in 100 μL flow cytometry buffer (FACS buffer, eBioscience), blocked with anti-CD16/32 (FCR block, eBioscience) for 5 min at RT, and stained for TNFR1 (APC; Biolegend, #113005) and MHC I (FITC; Biolegend, #116506) for 30 min at 4 °C. Cells were then fixed with 1% PFA for 1 h at 4 °C and resuspended in FACS buffer for analysis with a CytoFLEX flow cytometer (Beckman-Coulter). Data were analyzed using the CytExpert software (Beckman-Coulter).

### 2.5. Next Generation RNAseq

*OPCs*. RNAseq was performed on primary mouse WT and TNFR2^−/−^ OPCs exposed to a cytokine cocktail or PBS vehicle (GEO # pending). After extraction with Arcturus PicoPure RNA Isolation Kit (Cat# KIT0204, Applied Biosystems), RNA was further purified of residual genomic DNA by on-column digestion with RNase-free DNase (Cat# 79254, Qiagen). Library preparation and sequencing were performed at the Beijing Genomics Institute (BGI) on a BGISeq-500 platform, and 30 million, paired-end 100 base pair reads were generated. Reads were trimmed using Trim Galore v0.6.4 and aligned to the mouse genome with the Ensembl version 81 of GRCm38 as reference for annotation. The number of read pairs aligned to each gene was calculated using STAR, with read-pair alignment rates resulting between 90 and 92 percent. Differential gene expression analysis was performed using EdgeR, with normalized gene expression levels represented as fragments per kilobase per million mapped reads (FPKM) [22]. Differentially expressed genes were determined to have an adjusted *p*-value less than or equal to 0.05. For DAVID pathway analysis, Cytoscape network analysis, heatmap, and UpSet plot generation, only genes with log2CPM ≥ 1 and log2|FC| ≥ 0.585 were included.

*Microglia.* RNAseq was performed on microglia FACS-sorted from mouse spinal cords of naïve mice (GEO # pending) or mice induced with experimental autoimmune encephalomyelitis (EAE) and collected at 17 days post-induction (dpi) (previously published, GEO: GSE78082 [23]). Cells were sorted with a FACSAria instrument (BD Biosciences) based on CD45^low^CD11b^+^ labeling, collected in lysis buffer, and processed for RNA extraction using the SMART-Seq V4 UltraTM Low Input RNA Kit (Clontech Laboratories), according to the manufacturer’s protocol. Library preparation and RNA sequencing were performed at the John P. Hussman Institute for Human Genomics (Miller School of Medicine, University of Miami) using an Illumina HiSeq 2500 ultra-high throughput sequencing system. Paired-end, 125 base pairs were generated and analyzed as previously published [23].

### 2.6. Ligand–Receptor Interaction Analysis

To infer potential interactions between ligand-bearing OPCs and receptor-bearing microglia, we analyzed OPC versus microglia RNAseq datasets using a bioinformatics method adapted from CellPhoneDB [24] and a published reference list of ligand–receptor pairs [25]. We measured cell–cell interaction by defining a ligand–receptor score as the mean of the average log-FPKM of the receptor gene and the ligand gene in microglia/OPCs (n = 3–4 per cell type/condition). *p* values were calculated by comparing the actual interaction scores to the null distribution scores (determined by a permutation test for each ligand–receptor pair).

### 2.7. Real-Time RT-PCR 

Reverse transcription of RNA samples was performed using the High-Capacity cDNA Reverse Transcription Kit (Cat# 4368814, Applied Biosystems), according to the manufacturer’s protocol. Complementary DNA equal to 2–5 ng of initial total RNA was used as a template in each PCR reaction. Real-time PCR was performed in the QuantStudio 6 Flex Real Time PCR system (Applied Biosystems) with PowerUP SYBR Green PCR MasterMix (Applied Biosystems). Relative gene expression was calculated with the comparative Ct (ΔΔCt) method [26] after normalization to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) gene expression. Primers for gene amplification are listed in Table S1.

### 2.8. Western Blot 

Proteins were resolved by SDS-PAGE on 4–20% TGX stain-free gradient gels (Bio-Rad) then transferred onto nitrocellulose membranes. After blocking in TBS + 5% milk, membranes were probed with antibodies against pAKT (rabbit, #4060S, Cell Signaling Technologies), AKT (rabbit, 4691S, Cell Signaling Technologies), p-p65 (rabbit, #3033S, Cell Signaling Technologies), and p65 (mouse, #6956S, Cell Signaling Technologies) overnight at 4 °C. After 3 washes with PBS + 0.05% Tween (PBS-T), membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies (1 h, room temperature, 1:2000, Amersham), washed 3 times with PBS-T, and incubated in Femto Maximum Sensitivity Substrate (ThermoScientific). Membranes were imaged with a ChemiDoc system (Bio-Rad), and densitometric quantification of protein expression was performed with ImageLab software (Bio-Rad). Data were normalized to β-actin and expressed as percentage ± SEM of a reference condition.

### 2.9. Cytokine Array

WT and TNFR2^−/−^ OPCs were cultured for 3DIV in 24-well plates, exposed to a cytokine cocktail for 3 h, then switched to a cytokine-free medium. After overnight incubation, the OPC medium containing released factors was collected, spun down at 300× *g* for 5 min to remove cell debris, and frozen at −80 °C until further analysis. The experiment was run on three biological replicates (three separate OPC primary cultures), each with two technical replicates/condition. The collected OPC medium (500 μL)/sample) was analyzed for cytokine content using the Proteome Profiler Mouse XL Cytokine Array (#ARY028, R&D Systems), following the manufacturer’s protocol. After overnight incubation at 4 °C, membranes were washed and exposed to biotinylated detection antibody followed by incubation with streptavidin-HRP and Femto Maximum Sensitivity Substrate (ThermoScientific). Finally, membranes were imaged with a ChemiDoc system (Bio-Rad) and densitometric quantification of protein expression was performed with HLImage++ software (https://www.wvision.com/QuickSpots.html, accessed on 30 April 2021) after normalization to preloaded controls. 

### 2.10. Statistical Analysis 

Statistical analyses were carried out with GraphPad Prism software. Details of sample size for each experiment are included in the figure legends. Western blot, RNAseq, cell counting, and real-time RT-PCR data were analyzed by two-way ANOVA followed by Sidak or Tukey tests for multiple comparisons. Cytokine array data were tested for normality with the D’Agostino & Pearson test, and then compared with Mann–Whitney or Student’s *t* tests. Data are expressed as mean ± SEM, and *p*-values equal or less than 0.05 were considered statistically significant. 

## 3. Results

### 3.1. OPCs Upregulate and Activate TNF Receptors Following Inflammatory Stimulation

We recently demonstrated that oligodendrocyte lineage cells directly participate in the neuroinflammatory response associated with experimental autoimmune encephalomyelitis (EAE), a model of MS, by releasing immunomodulatory factors [20]. Furthermore, we showed that TNFR2 acts as a suppressor of oligodendroglia-driven neuroinflammation, conferring protection in EAE. 

To parse out the specific contribution of OPCs in this process, we established primary cultures of OPCs from WT and TNFR2^−/−^ mice and assessed their response to an inflammatory environment by exposing them to a combination of Th1 cytokines (TNF, IL1β, and IFNγ) known to be highly upregulated in the CNS following EAE and MS (Figure 1A) [27,28]. In naïve conditions, WT OPCs expressed low levels of *Tnfrsf1b* (gene name for TNFR2) and, in comparison, markedly higher levels of *Tnfrsf1a* (gene name for TNFR1) (Figure 1B, 1.0 ± 0.2 versus 957.3 ± 109.8). Interestingly, *Tnfrsf1a* expression was significantly higher in TNFR2^−/−^ cells compared to WT (Figure 1B), possibly indicating a compensatory mechanism to maintain active TNF signaling in the absence of TNFR2. In order to verify that TNFR2-dependent intracellular signaling was inhibited as a result of TNFR2 ablation, we measured the activation of the PI3K/AKT pathway, one of the main pathways downstream of TNFR2 [8,29], by quantifying AKT phosphorylation after cytokine stimulation. In WT OPCs, phosphorylated AKT (pAKT) was significantly elevated after a 10 min stimulation and returned to basal levels at 20 min (Figure 1C). On the other hand, in TNFR2^−/−^ OPCs pAKT did not increase. In fact, it was downregulated below basal levels after both 10 and 20 min stimulation (Figure 1C). In parallel, the activation of the NF-ĸB canonical pathway, one of the main pathways downstream of TNFR1 [30], was measured by assessing phosphorylated p65 (p-p65). NF-κB was activated in both WT and TNFR2^−/−^ OPCs after 10 min stimulation and returned to baseline at 20 min. The increase in p-p65 was significantly higher in TNFR2^−/−^ compared to WT cells (Figure 1D). Notably, prolonged inflammatory stimulation (3 h with cytokines) resulted in the increase of both *Tnfrsf1a* and *Tnfrsf1b* gene expression (Figure S1A). Similar to naïve conditions, TNFR2^−/−^ cells further upregulated *Tnfrsf1a* compared to WT OPCs (Figure S1A). However, TNFR1 protein expression was not altered in a TNFR2-dependent manner when assessed by flow cytometry 18 h after stimulation (Figure S1B–D). Both the percentage of OPCs expressing TNFR1 and the mean fluorescent intensity of expression did not change due to stimulation or TNFR2 ablation (Figure S1B–D). This indicates that there is no compensatory upregulation of TNFR1 at the protein level when TNFR2 signaling is ablated and the effects observed in TNFR2^−/−^ cells cannot be attributed to enhanced TNFR1 activity.

Collectively, these data indicate that OPCs mount an innate cellular response to deal with sustained inflammation, and that TNFR2 modulates this function.

### 3.2. TNFR2 Participates in the Response of OPCs to Inflammatory Conditions

To determine the mechanisms by which TNFR2 signaling in OPCs regulates their response to inflammation, we analyzed by bulk RNAseq the transcriptional profile of WT and TNFR2^−/−^ OPCs in naïve conditions and after cytokine stimulation. At 3DIV, OPCs were exposed for 3 h to either a TNF/IFNγ/IL1β cocktail or vehicle, and their RNA was extracted and sequenced. 

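The sequenced cells came from cortices of WT and TNFR2-/- pups, from which OPCs were isolated with anti-PDGFRα beads and expanded with growth factors. The methods give the age of the pups as postnatal days 3 to 5 and the sample labels as days 2 to 5. The 12 libraries form 4 groups of 3, namely WT NS, TNFR2-/- NS, WT St and TNFR2-/- St. The methods name a BGISeq-500 platform, whereas the labels name Illumina protocols for the libraries. The authors trimmed reads with Trim Galore, aligned them to GRCm38 and counted read pairs per gene with STAR, and the authors used EdgeR to call differentially expressed genes. The values analyzed here are FPKM per gene symbol. Of 45792 entries, 229 that share a symbol with another were left out, and 27 symbols had been turned into dates. Each library had been divided by its own total, so read counts could be recovered from the FPKM, and 26635 of 26636 genes gave whole reads in every library. Library totals ranged from 26886878 to 30027239 read pairs in WT NS (median 29970262), from 30102299 to 30335265 in TNFR2-/- NS (median 30272589), from 30022828 to 30091743 in WT St (median 30085423) and from 28701304 to 30249578 in TNFR2-/- St (median 30023297). The length by which each gene had been divided was unrelated to its annotated exon length (Spearman correlation 0.026 across 13885 genes, which are not independent replicates), so FPKM are compared between libraries for one gene and not between genes. Groups were compared with limma on log2(FPKM + 0.5) for 18081 genes with a mean of at least 0.1 FPKM, and p values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p of at most 0.05, a log2 fold change of at least 0.585 in size and a mean of at least 1 FPKM. Log2 fold changes are given with their standard error (SE), and levels as mean FPKM ± SD (n = 3). Correlations between replicates of a group ranged from 0.987 to 0.995 across genes. Comparing 3 libraries with 3, the smallest p that an exact permutation test can give for a single gene is 0.1. The groups are named by the deposited labels. The TNFR2 gene *Tnfrsf1b* (ENSMUSG00000028599; chromosome 4 of GRCm38, 145213463 to 145246870) had 12 to 24 reads in WT NS and 213 to 346 in the libraries labeled TNFR2-/- NS, and 61 to 145 in WT St and 282 to 356 in those labeled TNFR2-/- St. Its level was thus higher in the libraries labeled TNFR2-/- in both conditions, with a log2 fold change of 2.35 ± 0.21 SE in NS OPCs (adjusted p = 0.00134) and 1.28 ± 0.21 SE in St OPCs (adjusted p = 0.016). Because the WT NS level, 0.180 FPKM, is below the 0.5 FPKM added before the logarithm, the size of the first value depends on that choice, and it ranged from 1.75 with a pseudocount of 1 to 4.03 with voom (chosen after the values were seen). The value in St OPCs was above 0.05 without WT St replicate 3 (adjusted p = 0.0546), WT St replicate 4 (0.0657) or TNFR2-/- St replicate 5 (0.0537), within a range of 0.00664 to 0.0657 over its alternatives. The reads do not show which exons they cover, so whether the transcript is intact was not tested, and every direction given between genotypes rests on these labels. The TNFR1 gene *Tnfrsf1a* (ENSMUSG00000030341) differed by 0.16 ± 0.08 SE in NS OPCs (adjusted p = 0.201) and by −0.16 ± 0.08 SE in St OPCs (adjusted p = 0.199), and rose with stimulation by 1.38 in WT and 1.06 in TNFR2-/- OPCs (adjusted p = 5.01e-07 and 3.41e-06; interaction −0.32, adjusted p = 0.543).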

Differential gene expression analysis identified several hundred upregulated and downregulated genes in each comparison. In naïve OPCs, 660 upregulated and 355 downregulated genes were found in TNFR2^−/−^ versus WT cells (Figure 2A). 

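With these thresholds, 524 genes were differentially expressed between TNFR2-/- NS and WT NS OPCs, 293 upregulated and 231 downregulated. The majority changed sides with the scaling of the libraries, to 228 up and 260 down with median-of-ratios factors and 213 up and 261 down with quantile normalization. By adjusted p alone there were 1964 genes, and 5452 had an unadjusted p under 0.05. In 6188 genes (34.2% of those tested, where chance gives 10%) the 3 libraries of one genotype did not overlap those of the other. The main fit took the NS and St libraries of a culture as independent, although they correlate. The number of differentially expressed genes fell most, to 7, when the spread between replicates was estimated from the 6 NS libraries alone. It also rested on single libraries, with 49 genes without WT NS replicate 3, 54 without WT NS replicate 4, 79 without TNFR2-/- NS replicate 5, 229 without TNFR2-/- NS replicate 2 and 952 without TNFR2-/- NS replicate 4. Among genes whose groups did not overlap, the largest increase was that of *Gm5900* (ENSMUSG00000094685; chromosome 7, 104949915 to 104950289), a processed pseudogene with 6.81 ± 0.254 FPKM (SD, n = 3) in WT NS and 53.6 ± 6.20 in TNFR2-/- NS. Its log2 fold change was 2.88 ± 0.11 SE (limma with Benjamini-Hochberg adjustment, adjusted p = 1.73e-06), and 49.3% of its 100-base sequences also occur in *Lamtor3*. *Dhrs7c* (ENSMUSG00000033044) had 1 read in each WT NS library and was at least 3.83-fold higher in TNFR2-/- NS OPCs (adjusted p = 0.00729). The largest decreases were those of *Aoc3* (−3.05 ± 0.76 SE, adjusted p = 0.0342), *Fosb* (−2.55 ± 0.67 SE, 0.0394) and the antisense transcript *Gm16853* (−2.46 ± 0.58 SE, 0.0295). All 3 were above an adjusted p of 0.05 without WT NS replicate 3 (0.126, 0.135 and 0.112), and over the alternatives their adjusted p ranged from 0.00763 to 0.126, 0.00636 to 0.135 and 0.00877 to 0.112.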

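Lists of genes were compared with all other genes tested, using camera of limma with its preset correlation of 0.01 between genes of a list. In place of GO and KEGG terms, which were not analyzed here, the lists were mouse Reactome pathways, Seurat's cell cycle genes, the genes named in the figures and sets of marker genes. Their 220 tests, 44 lists in 4 comparisons and the interaction, were adjusted together by the Benjamini-Hochberg method. Of these, 84 had an adjusted p of at most 0.05 and 98 an unadjusted p under 0.05. Among the 84, 53 were also past 0.05 with fry, which estimates the correlation within each list from the libraries, and 4 with camera's own estimate of that correlation. Between naïve genotypes 16 lists passed, 7 upregulated and 9 downregulated, of which 11 also passed with fry and 0 with the estimated correlation (20 had an unadjusted camera p under 0.05). The Reactome list Metabolism was upregulated, with 804 of 1183 genes higher in TNFR2-/- NS OPCs, a median log2 fold change of 0.127 and an adjusted p of 0.00434 (fry, 0.00103). All 64 genes of Respiratory electron transport were higher (median 0.229, adjusted p = 7.78e-12), as were 63 of 86 genes of Biological oxidations (median 0.219, adjusted p = 0.00314). The Generic Transcription Pathway had 93 of 160 genes higher and did not differ from other genes (median 0.056, adjusted p = 0.969).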

Gene ontology (GO) enrichment analysis showed most alterations were in genes involved in transcriptional regulation and cell metabolism (Figure 2B). Furthermore, KEGG pathway analysis determined that the downregulated genes were highly associated with the MAPK and TNF pathways, while upregulated genes were involved in metabolic functions, mainly lipid metabolism, underscoring the essential role of TNFR2 in the maintenance of OPC homeostasis (Figure S2A). 

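Genes of the Reactome list Nuclear events mediated by MAP kinases were downregulated as a set, with 15 of 24 lower in TNFR2-/- NS OPCs and a median log2 fold change of −0.087 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0215, and 0.0116 with fry). Without TNFR2-/- NS replicate 5 this median was −0.049 and the adjusted p 0.0668. The RAF MAP kinase cascade, with 6 of 10 genes higher, did not differ (adjusted p = 0.987), nor did TNF signaling, with 6 of 9 genes higher (adjusted p = 0.206). A set of 10 immediate early genes, which includes *Fos*, *Fosb* and *Jun*, was lower in all 10 genes, 7 of them called, with a median of −1.22 (adjusted p = 3.78e-08, and 0.0111 with fry). Among metabolic lists, Metabolism of lipids and lipoproteins had 240 of 397 genes higher, 14 called upregulated and 9 called downregulated (adjusted p = 0.36, and 0.0213 with fry). Within it, Cholesterol biosynthesis was downregulated, with 21 of 23 genes lower and a median of −0.391 (adjusted p = 3.24e-09, and 0.0156 with fry).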

As anticipated, the stimulation of OPCs resulted in large transcriptional changes compared to basal conditions. 

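Between WT St and WT NS OPCs, 1361 genes were differentially expressed, 828 upregulated and 533 downregulated. Leaving out each library in turn gave 1203 to 1430 genes, and without the fold change threshold there were 2626, most of them downregulated (1189 up and 1437 down). By adjusted p alone there were 2903 genes (1392 up and 1511 down), and 6810 genes (37.7%, where chance gives 10%) had groups of libraries that did not overlap. *Serpina3f* (ENSMUSG00000066363; chromosome 12, 104214544 to 104221129) rose from at most 3 reads per library to 6512 ± 173 FPKM (SD, n = 3), at least 4020-fold (limma with Benjamini-Hochberg adjustment, adjusted p = 2.27e-05). The interferon-inducible genes *Gm4841* and *Ifi47* rose at least 1450-fold and at least 1750-fold (adjusted p = 3.57e-07 and 1.67e-06). *Lfng* (ENSMUSG00000029570) decreased from 332 ± 54.5 to 30.5 ± 9.91 FPKM (log2 fold change −3.46 ± 0.33 SE, adjusted p = 3.63e-05), *Pyy* by −2.89 ± 0.34 SE (adjusted p = 0.000174), and *Hif3a* was at least 6.01-fold lower (adjusted p = 0.00204). Programmed Cell Death was an upregulated list, with 83 of 138 genes higher, 22 of them called (median 0.03, camera adjusted p = 1.64e-05). In the Innate Immune System list 56 of 409 genes were called upregulated and 17 downregulated (median −0.006, adjusted p = 0.0171). The Generic Transcription Pathway had 98 of 160 genes lower, with 7 called upregulated and 10 downregulated (median −0.043, adjusted p = 0.573, and 0.04 with fry).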

In WT OPCs, 858 upregulated and 666 downregulated genes were identified after exposure to cytokines, with transcriptional regulation and cell differentiation as the most downregulated biological processes and inflammatory response, innate immunity, and apoptosis among the most upregulated ones (Figure 2C,D). 

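Genes of the Reactome list PIP3 activates AKT signaling were lower in 51 of 74 cases in stimulated WT OPCs, with a median log2 fold change of −0.089 that was not past the threshold (camera with Benjamini-Hochberg adjustment, adjusted p = 0.313) but was with fry (0.00868). TNF signaling was upregulated, with 6 of 9 genes higher and 4 called (median 0.66, adjusted p = 0.00209). Among immune lists, Cytokine Signaling in Immune system had 63 of 188 genes called upregulated and 8 downregulated (median 0.201, adjusted p = 2.94e-16). Interferon gamma signaling had 54 of 69 genes higher (median 1.05, adjusted p = 1.96e-25), Interferon alpha beta signaling 11 of 12 (median 1.31, adjusted p = 1.9e-12) and Chemokine receptors bind chemokines 22 of 28 (median 0.886, adjusted p = 6.43e-15). Toll-Like Receptors Cascades had 21 of 95 genes called upregulated and 4 downregulated (median 0.022, adjusted p = 0.00226). Extracellular matrix organization and Integrin cell surface interactions were also upregulated, with 111 of 200 and 43 of 68 genes higher (medians 0.029 and 0.09, adjusted p = 0.0222 and 0.00259). Without WT NS replicate 3 neither passed (medians −0.087 and −0.044, adjusted p = 0.38 and 0.106), nor did the first without WT St replicate 2 (−0.067, 0.184) or 4 (−0.017, 0.0878).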

KEGG pathway analysis revealed that downregulated genes were associated with cell survival and proliferation (e.g., PI3K/AKT and cAMP signaling), while upregulated genes with inflammatory responses (e.g., TNF signaling, cytokine–cytokine receptor interaction), suggesting a shift of OPCs towards immunomodulatory function (Figure S2B). After cytokine stimulation, TNFR2^−/−^ OPCs showed upregulation of 965 genes and downregulation of 1000 genes compared to non-stimulated TNFR2^−/−^ OPCs (Figure 2E). 

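Stimulation changed 1824 genes in TNFR2-/- OPCs, 978 upregulated and 846 downregulated, and 1694 to 1871 genes when each library was left out in turn. The balance of directions depended on the fold change threshold, without which most genes were downregulated (1439 up and 2796 down), and on the scaling of the libraries, since 1107 genes were upregulated and 559 downregulated with median-of-ratios factors. By adjusted p alone 4695 genes differed (1739 up and 2956 down), and 6752 genes (37.3%, where chance gives 10%) had groups that did not overlap. The strongest increases were those of *Ifi47* (log2 fold change 10.62 ± 0.72 SE, limma with Benjamini-Hochberg adjustment, adjusted p = 2.12e-06), *Gm4841* (10.61 ± 0.62 SE, 6.52e-07) and *Serpina3f* (10.35 ± 1.13 SE, 7.79e-05). *Lfng* decreased by −4.18 ± 0.33 SE (adjusted p = 6.55e-06), *Pyy* by −2.98 ± 0.34 SE (0.000104) and *Fam65b* (ENSMUSG00000036006) from 149 ± 61.0 to 21.6 ± 12.9 FPKM (SD, n = 3), or −2.83 ± 0.46 SE (0.00134). Of the genes called in both genotypes, 753 were upregulated and 444 downregulated in each.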

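In stimulated TNFR2-/- OPCs, 47 of 74 genes of PIP3 activates AKT signaling were lower than in NS cells, with a median log2 fold change of −0.116 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.969, and 0.0364 with fry). The Generic Transcription Pathway had 111 of 160 genes lower (median −0.131, adjusted p = 0.424, and 0.000555 with fry). Immune lists that rose in WT cells rose here too, with adjusted p of 5.34e-18 for Cytokine Signaling in Immune system (median 0.294), 4.66e-26 for Interferon gamma signaling (median 1.21), 1.28e-10 for Interferon alpha beta signaling (median 1.12) and 7.48e-14 for Chemokine receptors bind chemokines (median 1.38). TNF signaling had 6 of 9 genes higher (adjusted p = 0.0038), with 4 called upregulated and 0 downregulated. Toll-Like Receptors Cascades and Programmed Cell Death passed relative to all other genes (adjusted p = 0.00206 and 0.0167) although most of their genes were lower. Of the former 46 of 95 genes were higher, 24 called upregulated and 5 downregulated (median −0.026), and of the latter 57 of 138, 24 called upregulated and 3 downregulated (median −0.056), with an adjusted p of 0.0548 for the latter without TNFR2-/- NS replicate 5. The Innate Immune System list was not past the threshold (adjusted p = 0.0634, and 0.0469 without TNFR2-/- St replicate 4), and its response did not differ between genotypes (interaction, adjusted p = 0.962). For Programmed Cell Death the interaction had an adjusted p of 0.139 (0.0362 without TNFR2-/- NS replicate 5), and for Interferon alpha beta signaling 0.719.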

Similar to WT cells, the stimulation of TNFR2^−/−^ OPCs resulted in downregulation of pathways and biological processes associated with cell survival (e.g., PI3K/AKT) and upregulation of those associated with inflammation (Figure 2F, Figure S2C). In the most significant comparison to dissect out TNFR2 function in inflammatory conditions (stim TNFR2^−/−^ versus stim WT), stimulated TNFR2^−/−^ OPCs showed 564 upregulated and 314 downregulated genes compared to stimulated WT cells (Figure 2G). 

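After stimulation, 325 genes were differentially expressed between the genotypes, 214 higher and 111 lower in TNFR2-/- than in WT OPCs. By adjusted p alone 985 genes differed, in near equal numbers (488 higher and 497 lower), and 5910 genes (32.7%, where chance gives 10%) had groups that did not overlap. The number fell most, to 39, without WT St replicate 4, and was 49 without WT St replicate 3, 73 without TNFR2-/- St replicate 5, 129 without TNFR2-/- St replicate 2, 193 without WT St replicate 2 and 196 without WT NS replicate 4. With the spread estimated from the 6 St libraries alone it was 47, and with a weight for each library (arrayWeights) it was 506. *Gbp2b* (ENSMUSG00000040264; chromosome 3, 142594847 to 142619179), which encodes a guanylate binding protein, had 0.967 ± 0.712 FPKM (SD, n = 3) in WT St and 347 ± 60.1 in TNFR2-/- St, a log2 fold change of 8.01 ± 0.32 SE (limma with Benjamini-Hochberg adjustment, adjusted p = 2.51e-06). Its neighbor *Gbp2* differed by −1.19 (adjusted p = 0.0343). Ranked on the log2(FPKM + 0.5) scale among called genes whose groups did not overlap, *Gm5900* came next (2.51 ± 0.11 SE, adjusted p = 3.48e-06). *Gm5900* shares sequence with *Lamtor3*. It was followed by *Rnf125* (2.06 ± 0.48 SE, adjusted p = 0.0402). The largest decreases were those of *Apoa1* (−2.33 ± 0.37 SE, adjusted p = 0.0144), *Cldn15* (−2.13 ± 0.40 SE, 0.0218) and *Esam* (−1.76 ± 0.38 SE, 0.0338). *Rnf125* and the 3 decreases were above 0.05 without WT St replicate 3 (adjusted p = 0.125, 0.0535, 0.0963 and 0.102), and over all alternatives their adjusted p ranged from 0.00945 to 0.125, 0.00343 to 0.0566, 0.00768 to 0.0963 and 0.0118 to 0.115. Whether the response to cytokines itself differed between genotypes was tested as the interaction of genotype and stimulation, in which 1437 genes had an unadjusted p under 0.05 and 1 gene was called. That gene was *Gbp2b*, with an interaction of 7.63 ± 0.46 SE on the log2 scale (adjusted p = 0.00014), whose size is inflated by the pseudocount. Its WT NS libraries held at most 2 reads and its TNFR2-/- NS libraries 13 to 52, at least 9.14-fold higher, so that from the reads the interaction is at most 5.29, and it was 4.62 with voom (adjusted p = 0.61, in a range of 5.21e-06 to 0.61 over the alternatives). Without TNFR2-/- NS replicate 2 there were 2 such genes, and 0 with voom (chosen after the values were seen), where 1168 of 15166 genes had an unadjusted p under 0.05.

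**Figure D1:**
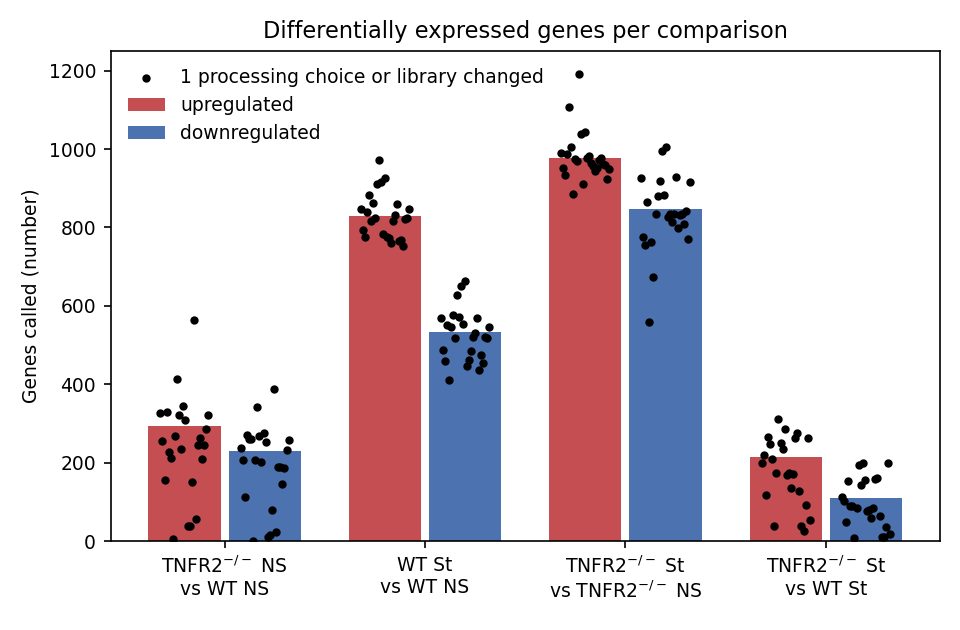
Number of differentially expressed genes in each comparison, upregulated in red and downregulated in blue. Bars are the values in the text, and each point changes 1 processing choice or leaves out 1 library, so that the 325 genes of TNFR2-/- St vs WT St range down to 39.

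**Figure D2:**
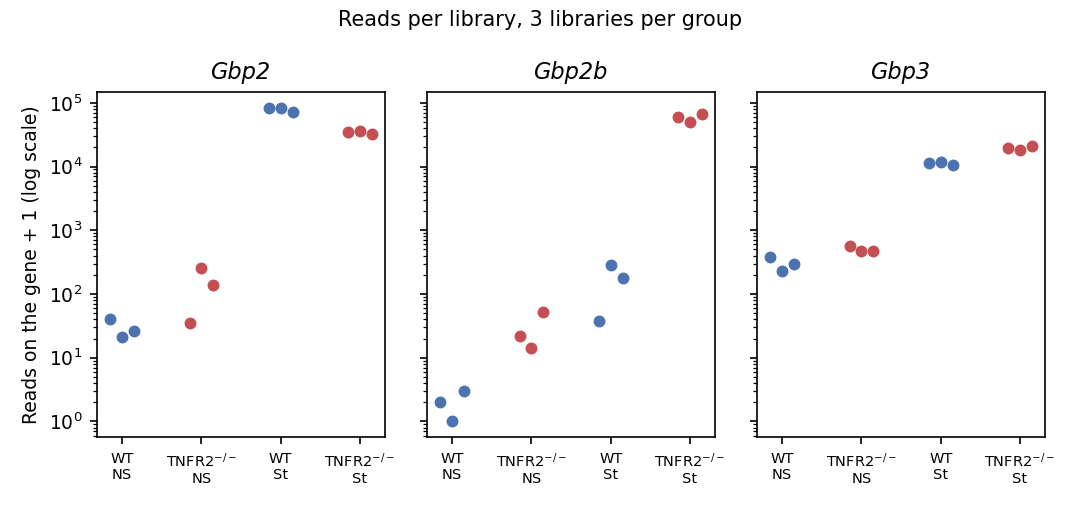
Reads + 1 per library on a log scale for *Gbp2*, *Gbp2b* and *Gbp3*, with WT in blue, TNFR2-/- in red and 1 point per library (3 per group). *Gbp2b* has 37 to 279 reads in WT St and 49174 to 66278 in TNFR2-/- St libraries, whereas *Gbp2* has 72759 to 83994 and 32307 to 36341.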

Most of the downregulated genes were associated with cell cycle/survival (e.g., PI3K/AKT) and adhesion pathways, while the upregulated genes were associated with metabolism, immunity, and inflammation (e.g., cytokine–cytokine receptor interaction, toll like receptor signaling) (Figure 2H, Figure S2D). 

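The mitotic cell cycle genes of Reactome were lower in stimulated TNFR2-/- than in stimulated WT OPCs, with 284 of 375 lower. The median log2 fold change was −0.132, with 2 genes called upregulated and 0 downregulated (camera with Benjamini-Hochberg adjustment, adjusted p = 9.87e-06). With fry the adjusted p of this list was 0.0663. PIP3 activates AKT signaling did not differ (38 of 74 genes higher, adjusted p = 0.969), nor did the adhesion lists Integrin cell surface interactions (37 of 68 lower, 0.935) and Extracellular matrix organization (114 of 200 lower, 0.903). Metabolism had 650 of 1183 genes higher (median 0.03, adjusted p = 0.201). Among immune lists, Interferon gamma signaling had 53 of 69 genes higher (median 0.244, adjusted p = 9.23e-06, and 0.0214 with fry), and Cytokine Signaling in Immune system 123 of 188 (median 0.141, adjusted p = 0.00304, and 0.0545 with fry). Without TNFR2-/- St replicate 5 these medians were 0.152 (adjusted p = 9.44e-05) and 0.068 (0.0139). Chemokine receptors bind chemokines had 20 of 28 genes higher (median 0.223, adjusted p = 0.0288), with an adjusted p of 0.141 (median 0.097) without WT St replicate 3 and 0.0618 without TNFR2-/- St replicate 4. Toll-Like Receptors Cascades (50 of 95 higher, adjusted p = 0.276), Interferon alpha beta signaling (0.439) and the Innate Immune System list (0.969) did not differ. In all, 19 of the 44 lists passed, 12 upregulated and 7 downregulated, of which 10 also passed with fry and 0 with the estimated correlation (21 had an unadjusted camera p under 0.05).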

To isolate genes that changed in each comparison and identify those that were dependent on TNFR2, we generated UpSet plots of upregulated (Figure 3A) and downregulated (Figure 3B) genes. This analysis showed that the inflammatory stimulation of OPCs resulted in upregulation of a set of 152 shared genes mostly associated with immune regulation (Figure 3A, red column; Figure 3C), and that 91 genes were uniquely upregulated in stimulated TNFR2^−/−^ OPCs compared to WT (Figure 3A, pink column). 

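In the overlap of comparisons, 70 genes were upregulated by stimulation in both genotypes and higher in TNFR2-/- St than in WT St OPCs without being called in naïve cells, and 48 were called upregulated in TNFR2-/- St versus WT St OPCs alone. Among downregulated genes these numbers were 5 and 47. In 100 simulated experiments with no effect of genotype, in which the NS and St libraries of a culture correlated at 0.563, the shared sets held 0 genes in every draw, and the sets called in this comparison alone held at most 2 upregulated and 1 downregulated genes. Each gene was drawn on its own, so a shift of many genes together in a culture could not arise there and is not excluded. The 70 shared genes include *Gbp2b*, *Cxcl9*, *Ccl11*, *Irf7*, *Tlr3*, *Casp1*, *H2-T23* and *Psmb9*. Choosing genes called in St and not in NS OPCs favors a larger difference in St OPCs, so the median interaction of these genes, 0.74, is no separate evidence for one. In the test of the interaction 1 of the 70, *Gbp2b*, was past the threshold. Their median log2 fold change between genotypes was 0.19 in NS and 0.90 in St OPCs, and 58 were already higher in TNFR2-/- NS OPCs. The 70 genes became 5 without WT St replicate 4, 8 without WT St replicate 3, 20 without TNFR2-/- St replicate 5, 26 without TNFR2-/- St replicate 2, 45 without WT St replicate 2 and 46 without WT NS replicate 4. The 48 became 4, 8, 7, 19 and 26 without the first 5 of these libraries, and rose to 79 without WT NS replicate 3, 82 without TNFR2-/- St replicate 4 and 131 without TNFR2-/- NS replicate 5. Astrocyte markers were higher in TNFR2-/- St OPCs too (10 of 10 genes, median 0.803). More astrocytes, or OPCs closer to them in expression, may therefore contribute to both sets.

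**Figure D3:**
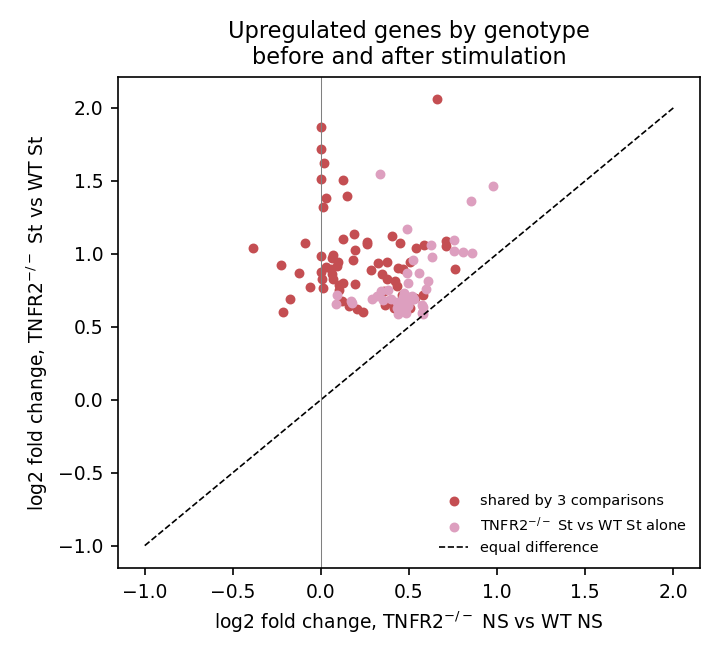
Log2 fold change of TNFR2-/- vs WT in NS (x axis) and in St OPCs (y axis) for each upregulated gene, in red for the shared set and in pink for the set called in TNFR2-/- St vs WT St alone. The dashed line marks equal differences, the choice of genes called in St and not in NS OPCs favors points above it, and *Gbp2b* (8.01 in St) is left out for scale.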

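Genes that mark the G2 and M phases of the cell cycle in Seurat were lower in 51 of 52 cases in TNFR2-/- St than in WT St OPCs (median log2 fold change −0.347, camera with Benjamini-Hochberg adjustment, adjusted p = 5.88e-08, and 0.182 with fry). Without both libraries of the TNFR2-/- replicate 5 culture, 6 of the 52 were higher and the adjusted p was 4.5e-06, and without TNFR2-/- St replicate 5 alone the median was −0.183 (adjusted p = 0.00116). The Reactome lists M Phase (160 of 211 lower, adjusted p = 1.91e-05, and 0.0437 with fry) and DNA Replication (80 of 98 lower, adjusted p = 5.49e-05, and 0.0814 with fry) were also lower. The Seurat S phase genes, 37 of 43 lower, had an adjusted p of 0.0026, and of 0.276 without TNFR2-/- St replicate 5 and 0.0638 without WT St replicate 2. The G2 and M phase genes were lower in naïve TNFR2-/- OPCs too (50 of 52, median −0.266, adjusted p = 9.3e-08, and 0.256 with fry), as were M Phase (131 of 211, 0.00512) and the Reactome list Cell Cycle, Mitotic (235 of 375, 0.0023). This rested largely on TNFR2-/- NS replicate 5, without which the median of the G2 and M phase genes was −0.083 (adjusted p = 0.00265) and neither M Phase (0.109) nor the mitotic cell cycle (0.0918) passed, and without both libraries of that culture 11 of the 52 genes were higher in NS OPCs (adjusted p = 0.000113). The TNFR2-/- replicate 5 culture also had the highest level of astrocyte markers, with *Gfap* at 231 FPKM in NS and 233 in St cells. Other libraries had 6.23 to 42.5. S phase genes in naïve OPCs had 32 of 43 lower (adjusted p = 0.0149, 0.447 without TNFR2-/- NS replicate 5 and 0.113 without WT NS replicate 2). The difference was not shown to change with stimulation for the G2 and M phase genes (interaction, adjusted p = 0.928), the S phase genes (0.719), the mitotic cell cycle (0.331) or M Phase (0.278), while DNA Replication, unchanged in naïve cells (adjusted p = 0.622), had an interaction of −0.134 (adjusted p = 0.000214, and 0.19 with fry), not past the threshold without TNFR2-/- St replicate 5 (−0.091, 0.0593). The interactions of the other 4 lists also rested on single libraries, since each passed without TNFR2-/- NS replicate 5 (adjusted p = 0.00218, 0.00822, 0.00293 and 0.00473) or TNFR2-/- St replicate 2 (0.0311, 0.0105, 0.00908 and 0.0119), and that of the G2 and M phase genes turned from −0.038 to 0.105 without TNFR2-/- St replicate 5 (0.00116) and 0.067 without TNFR2-/- NS replicate 2 (0.0202). Of these cell cycle lists, M Phase in St OPCs alone passed with fry. Of genes for redox reactions, 60 of 86 in Biological oxidations were higher in TNFR2-/- St OPCs (median 0.14, adjusted p = 0.018, and 0.235 with fry), with an adjusted p of 0.0728 without WT St replicate 3 (median 0.093) and 0.0862 without TNFR2-/- St replicate 5.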

GO enrichment analysis established that the genes selectively upregulated in TNFR2^−/−^ versus WT stimulated OPCs were involved in signal transduction and redox processes, whereas those downregulated were associated with mitosis, cell division, and the cell cycle (Figure 3C,D). This suggests that TNFR2 signaling is important for maintaining OPC proliferation, a function that is challenged by inflammatory stimulation. 

Collectively, these data underscore that TNFR2 signaling in OPCs modulate three major processes: metabolism, cell cycle, and immune-inflammatory response.

### 3.3. TNFR2 Ablation Exacerbates Inflammation-Induced Dysregulation of the Cellular Machinery That Sustains OPC Proliferation and Differentiation

Since cell division and the cell cycle were identified as dysregulated processes when TNFR2 is ablated, we took a closer look at genes involved in OPC proliferation and differentiation in naïve and stimulated conditions. The positive regulator of differentiation *Olig2* was downregulated in both genotypes following stimulation (Figure 4A), and so were the negative regulators of differentiation *Lingo1* and *Hes1* (Figure 4B,C). 

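*Olig2* (ENSMUSG00000039830; chromosome 16, 91225457 to 91228677) decreased with stimulation from 2369 ± 99.5 to 1012 ± 38.5 FPKM (SD, n = 3) in WT and from 2178 ± 313 to 967 ± 72.1 in TNFR2-/- OPCs. The log2 fold changes were −1.23 ± 0.10 SE and −1.16 ± 0.10 SE (limma with Benjamini-Hochberg adjustment, adjusted p = 7.72e-06 and 9.43e-06), with an interaction of 0.06 (adjusted p = 0.96). *Lingo1* (ENSMUSG00000049556; chromosome 9, 56618475 to 56796468) decreased by −0.67 ± 0.08 SE in WT and −0.65 ± 0.08 SE in TNFR2-/- OPCs (adjusted p = 0.000245 and 0.000223). *Hes1* (ENSMUSG00000022528; chromosome 16, 30064384 to 30067796) decreased by −1.95 ± 0.23 SE and −2.43 ± 0.23 SE (adjusted p = 0.000218 and 3.06e-05). These 3 responses kept an adjusted p of at most 0.05 in both genotypes with every alternative, the highest being 0.00613. The 6 genes of Figure 4 as a list were lower after stimulation in WT (camera adjusted p = 5.2e-05) and TNFR2-/- OPCs (0.00304), and did not differ between genotypes in NS (0.277) or St OPCs (0.566).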

In TNFR2-ablated cells, the expression of *Lingo1* and *Hes1* was reduced further, implicating TNFR2 in their transcriptional regulation, at least in part. 

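*Lingo1* was lower in TNFR2-/- than in WT OPCs, at 181 ± 13.8 against 227 ± 18.6 FPKM (SD, n = 3) in NS cells and 115 ± 9.60 against 142 ± 4.82 in St cells. The log2 fold change was −0.32 ± 0.08 SE in NS OPCs (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0349) and −0.31 ± 0.08 SE in St OPCs (adjusted p = 0.0549), both smaller than the fold change threshold, and the interaction was 0.02 (adjusted p = 0.991). The NS value was above 0.05 in 7 of 23 alternatives, among them those without WT NS replicate 3 (0.135), WT NS replicate 4 (0.112), TNFR2-/- NS replicate 2 (0.098), TNFR2-/- NS replicate 5 (0.109) and WT St replicate 4 (0.0536), within a range of 0.0116 to 0.135. The St value was below 0.05 in 5 of 23, among them those without TNFR2-/- NS replicate 4 (0.0443) and TNFR2-/- St replicate 4 (0.0394), within a range of 0.0346 to 0.175. *Hes1* was not past the threshold, with 79.3 ± 13.1 against 49.7 ± 8.61 FPKM in NS cells (log2 fold change 0.67 ± 0.23 SE, adjusted p = 0.0876) and 14.8 ± 5.76 against 12.5 ± 1.52 in St cells (0.18 ± 0.23 SE, adjusted p = 0.658). Its difference in St cells changed direction without TNFR2-/- St replicate 2, to −0.11 (adjusted p = 0.739, in a range of 0.396 to 0.891), and its interaction was −0.49 ± 0.33 SE (adjusted p = 0.767).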

Interestingly, the negative regulator of differentiation *Id2*, which was reduced in WT OPCs after stimulation, did not change in TNFR2^−/−^ OPCs, suggesting that, physiologically, TNFR2 may be contributing to OPC differentiation by suppressing *Id2* (Figure 4D, Figure S4A). 

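*Id2* (ENSMUSG00000020644; chromosome 12, 25093799 to 25097140) decreased with stimulation in WT OPCs from 146 ± 13.9 to 96.9 ± 2.09 FPKM (SD, n = 3), a log2 fold change of −0.58 ± 0.12 SE (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0087). In TNFR2-/- OPCs it had 165 ± 8.74 FPKM before and 156 ± 32.4 after stimulation (−0.10 ± 0.12 SE, adjusted p = 0.615). This value was 0.02 with median-of-ratios scaling (adjusted p = 0.95) and 0.03 without TNFR2-/- St replicate 4 (0.899), in a range of adjusted p from 0.0645 to 0.95. In St OPCs *Id2* was higher in TNFR2-/- than in WT cells (0.66 ± 0.12 SE, adjusted p = 0.0219). That difference was above 0.05 without TNFR2-/- St replicate 2 (0.0544), WT St replicate 2 (0.0523), WT St replicate 3 (0.0824) or WT St replicate 4 (0.0836), in a range of 0.00911 to 0.0836. The responses of the genotypes were not shown to differ, with an interaction of 0.49 ± 0.18 SE (adjusted p = 0.56).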

As far as genes associated with OPC proliferation, we found *Pdgfrα* to be downregulated in TNFR2^−/−^ versus WT OPCs (Figure 4E), whereas *Cspg4* was equally reduced in cells with or without TNFR2 (Figure 4F). Collectively, these data indicate that inflammatory stimulation alters those signals important in directing OPCs towards maturation and that TNFR2 participates in their regulation. In addition, lack of TNFR2 signaling altered the expression of genes associated with cell metabolism, including the tricarboxylic acid (TCA) cycle (Figure S3A,B). 

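*Pdgfra* (ENSMUSG00000029231; chromosome 5, 75152292 to 75198215) was lower in TNFR2-/- St than in WT St OPCs, at 70.6 ± 12.2 against 107 ± 15.2 FPKM (SD, n = 3), a log2 fold change of −0.60 ± 0.15 SE (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0488). This call was close to the threshold, since 16 of 23 alternatives gave an adjusted p above 0.05, in a range of 0.0303 to 0.168. Among these were the 9 that each left out WT St replicate 2 (0.0883), 3 (0.168) or 4 (0.0943), WT NS replicate 2 (0.0657), 3 (0.0534) or 4 (0.0584), TNFR2-/- NS replicate 2 (0.0664), or TNFR2-/- St replicate 2 (0.0878) or 5 (0.145). In NS OPCs the difference was −0.39 ± 0.15 SE (adjusted p = 0.122), and the interaction was −0.22 (adjusted p = 0.87). Stimulation changed *Pdgfra* by −0.35 ± 0.15 SE in WT (adjusted p = 0.172, and 0.00583 to 0.44 over the alternatives) and −0.56 ± 0.15 SE in TNFR2-/- OPCs (0.021, and 0.000529 to 0.0813). With replicate numbers as a block, which pairs the NS and St libraries of a culture, the WT value had an adjusted p of 0.0275. The TNFR2-/- value was above 0.05 with median-of-ratios scaling (0.0813), without TNFR2-/- NS replicate 4 (0.0689) and without TNFR2-/- St replicate 5 (0.0661). *Cspg4* (ENSMUSG00000032911) decreased by −0.66 ± 0.12 SE in WT (adjusted p = 0.00332) and −0.55 ± 0.12 SE in TNFR2-/- OPCs (0.00662), with an interaction of 0.11 ± 0.17 SE (0.935) and a difference between genotypes in St cells of −0.19 ± 0.12 SE (0.343).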

In basal conditions, lack of TNFR2 lead to the upregulation of most genes involved in the TCA cycle, and several of those continued to be expressed at higher levels in TNFR2^−/−^ OPCs following stimulation. This suggests a role of TNFR2 in maintaining proper OPC metabolic function, which is essential for their proliferation and differentiation capacity.

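Of the 25 genes drawn as enzymes in Figure S3, 24 were tested, and the remaining *Pdha2* had 0 reads in all libraries. All 24 were higher in TNFR2-/- NS than in WT NS OPCs, with a median log2 fold change of 0.26 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.27e-08, and 0.0092 with fry). The largest of these was *Sdhd* (ENSMUSG00000000171), with 918 ± 61.6 against 708 ± 24.7 FPKM (SD, n = 3) and a log2 fold change of 0.37 ± 0.08 SE (limma, adjusted p = 0.0204), so that none reached the fold change threshold. In St OPCs 23 of the 24 were higher, with a median of 0.197 (adjusted p = 2.49e-06, and 0.0475 with fry). The size of the difference was not shown to change with stimulation (interaction −0.081, adjusted p = 0.133), although without WT NS replicate 2, TNFR2-/- NS replicate 5, WT St replicate 3, TNFR2-/- St replicate 2 or TNFR2-/- St replicate 4 its adjusted p was under 0.05, in a range of 0.00359 to 0.957 with single libraries left out. Averaged over these genes, the level of each TNFR2-/- library exceeded that of each WT library in both conditions, by 0.27 in NS and 0.18 in St cells on the log2 scale (exact permutation test, p = 0.1 in each). The Reactome list Citric acid cycle TCA cycle gave 19 of 19 genes higher in NS (adjusted p = 4.6e-07, and 0.0142 with fry) and 17 of 19 in St OPCs (0.00019, and 0.0986 with fry).

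**Figure D4:**
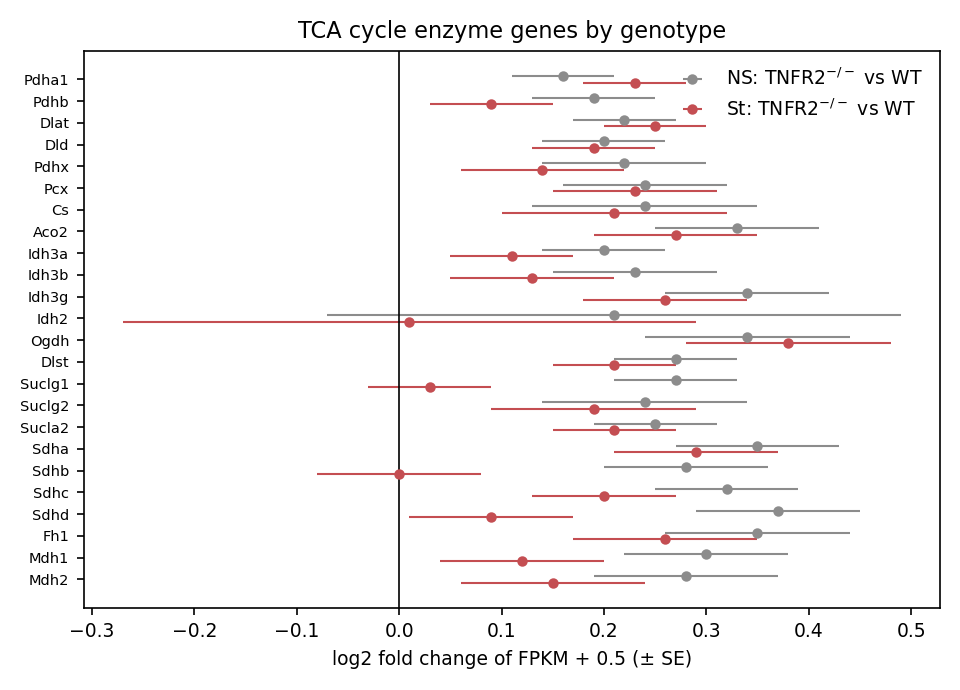
Log2 fold change of FPKM + 0.5 between TNFR2-/- and WT OPCs for each TCA cycle enzyme gene, with bars of ± 1 SE, in grey for NS and red for St OPCs. All 24 genes lie above 0 in NS cells, with a median of 0.26, and 23 in St cells, with a median of 0.197.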

To validate the RNAseq data from a functional standpoint and directly assess if TNFR2 is implicated in OPC differentiation into mature oligodendrocytes (OLs), we cultured WT and TNFR2^−/−^ OPCs, stimulated them at 3DIV with TNF/IFNγ/IL1β or vehicle, switched them to differentiating conditions and measured maturation by counting the number of O4^+^ OLs and MBP^+^ OLs (Figure 4G). Inflammatory stimulation did not affect the number of O4^+^ OLs (Figure 4H) in both genotypes but significantly reduced the number of MBP^+^ OLs in TNFR2^−/−^ cells (Figure 4I), suggesting that TNFR2 may play a role in the terminal stage of OL maturation into myelin-forming cells in conditions of CNS inflammatory stress. Notably, the number of O4^+^ OLs was reduced in TNFR2^−/−^ compared to WT cells without cytokine stimulation (Figure 4H), suggesting that TNFR2 may be involved in directing OPC towards differentiation during development. Morphologically, TNFR2^−/−^ OLs showed clear differences compared to WT OLs (Figure 4J). In non-stimulated conditions, TNFR2^−/−^ OLs had a more ramified appearance with less extensive MBP^+^ networks compared to WT cells. After stimulation, both TNFR2^−/−^ and WT OLs showed a dramatic reduction in the formation of MBP^+^ networks, but with TNFR2^−/−^ OLs displaying thinner, longer processes than WT cells, which featured a more compact structure with shorter bushy processes (Figure 4J). Quantification of these morphological features by high-content analysis showed a significant reduction in cell area in the TNFR2^−/−^ OLs (Figure 4K). In addition, TNFR2^−/−^ OLs showed trends towards reduced average and total process length (Figure 4L,M). This aligns with the idea that TNFR2^−/−^ cells have impaired myelin-forming capacity and repair ability in conditions of inflammatory CNS stress.

### 3.4. TNFR2 Ablation Enhances the Immunomodulatory and Inflammatory Function of OPCs in Response to Inflammatory Stimulation

To better understand the mechanisms by which OPCs participate in immunomodulation and the role played by TNFR2 signaling in this function, we interrogated our RNAseq data sets for genes known to be implicated in various aspects of immune cell function, including antigen presentation, immune cell migration, and activation (Figure 5A). Genes important for antigen presentation by MHC-I molecules were markedly upregulated following cytokine stimulation, and several of those were further increased as a result of TNFR2 ablation, specifically *B2m*, *H2-D1*, *H2-K1*, *H2-T23*, *Erap1*, and *Tapbp* (Figure 5B,C). 

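All 9 genes of MHC-I presentation shown in Figure 5B,C rose with stimulation in both genotypes, with a median log2 fold change of 2.31 in WT and 2.44 in TNFR2-/- OPCs (camera with Benjamini-Hochberg adjustment, adjusted p = 2.76e-20 and 8.83e-19). In St OPCs 8 of the 9 were higher in TNFR2-/- than in WT cells, with a median of 0.30 (adjusted p = 0.00234, and 0.0206 with fry), and the interaction of the list was not past the threshold (0.055, adjusted p = 0.0929). Without TNFR2-/- St replicate 5 the median in St OPCs was 0.185 (adjusted p = 0.00856), and the interaction passed without WT NS replicate 3 (0.0216), TNFR2-/- St replicate 2 (0.0311) or TNFR2-/- St replicate 4 (0.0348), in a range up to 0.346 with single libraries left out. Of the genes named, *H2-T23* (ENSMUSG00000067212; chromosome 17, 36029773 to 36032855) was called, with 3.10 ± 0.965 against 1.32 ± 0.0573 FPKM (SD, n = 3) and a log2 fold change of 0.96 ± 0.18 SE (limma, adjusted p = 0.0218). *H2-D1* (ENSMUSG00000073411; chromosome 17, 35262730 to 35267499) had 227 ± 35.1 against 155 ± 6.06 FPKM, and its 0.53 ± 0.11 SE (adjusted p = 0.0298) was smaller than the fold change threshold. Both rested on single libraries. Without WT St replicate 2, 3 or 4 or TNFR2-/- St replicate 5, the adjusted p of *H2-T23* was 0.0523, 0.0812, 0.0827 and 0.0524 (range over its alternatives 0.00783 to 0.0827), and that of *H2-D1* was 0.0592, 0.114, 0.0943 and 0.0897 (range 0.0145 to 0.114). The other 4 were higher without passing the threshold, with *B2m* at 0.17 ± 0.07 SE (adjusted p = 0.15), *H2-K1* at 0.33 ± 0.12 SE (0.112), *Erap1* at 0.36 ± 0.11 SE (0.0684) and *Tapbp* at 0.30 ± 0.12 SE (0.15). *Erap1* was past it without TNFR2-/- St replicate 4 (adjusted p = 0.0429, in a range of 0.0401 to 0.198), and *H2-K1* without TNFR2-/- NS replicate 5 (0.0418, in a range of 0.0418 to 0.314). Of the 100-base sequences of *Tapbp* 14.8% occur in another gene, and of those of *Erap1* 10%. In the wider Reactome list of class I presentation 22 of 27 genes were higher (median 0.089, adjusted p = 0.0118, and 0.0356 with fry).

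**Figure D5:**
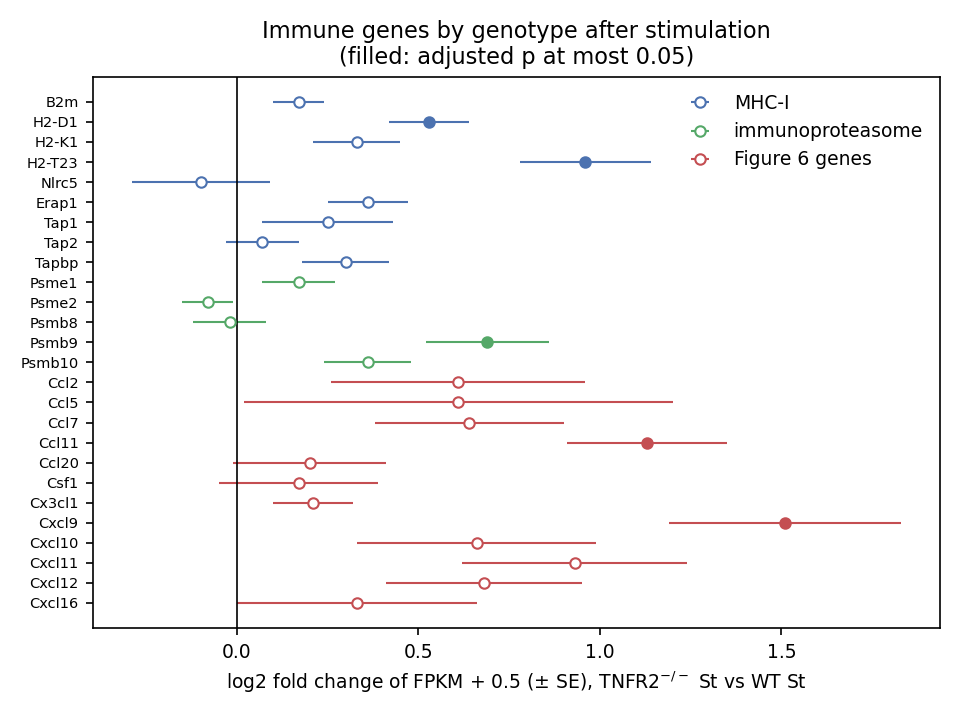
Log2 fold change of FPKM + 0.5 between TNFR2-/- St and WT St OPCs, with bars of ± 1 SE, for MHC-I genes in blue, immunoproteasome genes in green and the genes of Figure 6 in red. Filled points have an adjusted p of at most 0.05, among them *H2-T23* (0.96), *Psmb9* (0.69), *Ccl11* (1.13) and *Cxcl9* (1.51).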

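The immunoproteasome genes *Psme1*, *Psme2*, *Psmb8*, *Psmb9* and *Psmb10* all rose with stimulation, with a median log2 fold change of 1.93 in WT and 1.71 in TNFR2-/- OPCs (camera with Benjamini-Hochberg adjustment, adjusted p = 2.34e-12 and 8.38e-11). As a list they did not differ between genotypes in St OPCs (3 of 5 higher, median 0.172, adjusted p = 0.207, and 0.0449 without TNFR2-/- St replicate 4 in a range up to 0.468 with single libraries left out). *Psmb9* (ENSMUSG00000096727; chromosome 17, 34181987 to 34187764) had 13.7 ± 3.67 FPKM (SD, n = 3) in TNFR2-/- St and 8.11 ± 0.0721 in WT St OPCs (0.69 ± 0.17 SE, limma, adjusted p = 0.0453). In 12 of 23 alternatives its adjusted p was above 0.05, in a range of 0.023 to 0.139 with the highest without WT St replicate 3. *Psmb10* differed by 0.36 ± 0.12 SE (adjusted p = 0.0889) and *Psme2*, of whose 100-base sequences 18.4% occur in *Psme2b*, by −0.08 ± 0.07 SE (adjusted p = 0.479).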

Components of the immunoproteasome, also involved in MHC-I-dependent antigen presentation, were upregulated (Figure 5F) as well, with *Psme2*, *Psmb9*, and *Psmb10* showing mild differential changes due to TNFR2 ablation (Figure 5D). 

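The constitutive proteasome subunits *Psmb5*, *Psmb6* and *Psmb7* changed with stimulation in WT OPCs by 0.10 ± 0.06 SE (limma with Benjamini-Hochberg adjustment, adjusted p = 0.317), 0.06 ± 0.09 SE (0.747) and 0.07 ± 0.08 SE (0.687) on the log2 scale. *Psmb5* (ENSMUSG00000022193; chromosome 14, 54614119 to 54618022) had 65.3 ± 0.563 FPKM (SD, n = 3) in WT NS and 69.8 ± 2.58 in WT St OPCs. As a list the 3 genes did not differ between these groups (median 0.068, camera adjusted p = 0.429).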

Notably, subunits of the constitutive proteasome did not change in WT OPCs after cytokine stimulation (Figure 5D). 

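In TNFR2-/- OPCs *Psmb5* decreased with stimulation from 73.8 ± 4.39 to 61.3 ± 1.77 FPKM (SD, n = 3), a log2 fold change of −0.26 ± 0.06 SE (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00552) that is smaller than the threshold for calls. With median-of-ratios scaling it was −0.15 (adjusted p = 0.13, in a range of 0.00202 to 0.13), and 22.2% of the gene's 100-base sequences occur in another gene. *Psmb6* changed by −0.21 ± 0.09 SE (adjusted p = 0.104) and *Psmb7* by −0.12 ± 0.08 SE (0.335). *Psmb6* was past 0.05 with replicate numbers as a block (0.00559) and without TNFR2-/- NS replicate 5 (0.0499), in a range of 0.00559 to 0.585. The interactions were −0.36 ± 0.08 SE for *Psmb5* (adjusted p = 0.493), −0.26 ± 0.12 SE for *Psmb6* (0.628) and −0.19 ± 0.12 SE for *Psmb7* (0.756). As a list the 3 subunits had an interaction of −0.265 (camera adjusted p = 0.0101, and 0.0349 with fry), and of −0.173 (adjusted p = 0.0585) without TNFR2-/- St replicate 5.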

In TNFR2^−/−^ cells, however, the *Psmb5* subunit was significantly downregulated and others (*Psmb6* and *Psmb7*) showed a downward trend (Figure 5D). 

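Of the MHC-II genes shown in Figure 5E, *Ciita* (ENSMUSG00000022504; chromosome 16, 10480059 to 10528418) rose from 0.0560 ± 0.0241 to 1.61 ± 0.130 FPKM (SD, n = 3) in WT and from 0.0659 ± 0.0227 to 3.40 ± 1.62 in TNFR2-/- OPCs. The log2 fold changes were 1.92 ± 0.22 SE (limma with Benjamini-Hochberg adjustment, adjusted p = 0.000145) and 2.71 ± 0.22 SE (8.26e-06), and the responses were not shown to differ (interaction 0.79 ± 0.31 SE, adjusted p = 0.58). NS libraries held 4 to 10 reads of this gene, below the 0.5 FPKM added before the logarithm, so both fold changes are compressed and depend on that choice, ranging over the alternatives from 1.3 to 4.84 in WT and from 1.98 to 5.56 in TNFR2-/- OPCs (lowest with a pseudocount of 1, highest with voom, chosen after the values were seen). *Rfx5* changed by 0.17 ± 0.19 SE in WT (adjusted p = 0.657) and 0.37 ± 0.19 SE in TNFR2-/- OPCs (0.193), and *H2-DMa* by 0.15 ± 0.10 SE (0.406) and −0.03 ± 0.10 SE (0.86). The list of these 3 genes had an adjusted p of 0.0488 in WT (median 0.169) and 0.0634 in TNFR2-/- OPCs (0.369), with an adjusted p of 0.379 for the interaction. Each was close to the threshold, with 0.0855 in WT without WT NS replicate 2 and 0.0348 in TNFR2-/- OPCs without TNFR2-/- St replicate 4.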

Molecules associated with MHC-II-dependent antigen presentation were only minimally expressed in both WT and TNFR2^−/−^ OPCs, with no significant upregulation after cytokine stimulation with the exception of the MHC-II activator *Ciita*, which significantly increased in TNFR2^−/−^ cells (Figure 5E). Assessment of MHC-I expression in OPCs by flow cytometry showed an increase in the percent of MHC-I^+^ cells in both WT and TNFR2^−/−^ OPCs after stimulation (Figure 5G,H). However, this increase was not TNFR2-dependent at this timepoint. 

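All 12 genes shown in Figure 6A–L were higher after stimulation in both genotypes, with 11 called in WT and 12 in TNFR2-/- OPCs. As a list they had adjusted p of 1.88e-21 and 4.72e-20 (camera with Benjamini-Hochberg adjustment). *Ccl2* (ENSMUSG00000035385; chromosome 11, 82035571 to 82037453) rose from 19.3 ± 7.25 to 2882 ± 561 FPKM (SD, n = 3) in WT and from 21.4 ± 8.73 to 4366 ± 612 in TNFR2-/- OPCs, log2 fold changes of 7.24 and 7.72 (limma, adjusted p = 1.59e-07 and 8.88e-08). *Cxcl10* (ENSMUSG00000034855) rose by 10.20 and 9.34 (1e-08 and 1.84e-08). Several genes had no more than 3 reads in each WT NS library, so that their rise is a lower bound, at least 1480-fold for *Cxcl9* (adjusted p = 4.54e-07), 130-fold for *Cxcl11* (4.17e-07), 75.0-fold for *Ccl20* (4.08e-06) and 22.3-fold for *Ccl11* (8.61e-08). In TNFR2-/- OPCs the same holds for *Cxcl11*, at least 271-fold (1.4e-07), and *Ccl11*, at least 53.3-fold (2.18e-08). *Cxcl12* (ENSMUSG00000061353) rose by 1.24 ± 0.27 SE in TNFR2-/- OPCs (adjusted p = 0.00664) and by 0.85 ± 0.27 SE in WT OPCs (0.0552), with an interaction of 0.39 ± 0.38 SE (0.867). Its WT value was past 0.05 in 9 of 24 alternatives, in a range of 0.00441 to 0.181, among them the replicate block (0.0107) and those without TNFR2-/- NS replicate 2 (0.0423) or 5 (0.00506).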

Numerous members of the chemokine group of molecules, which are responsible for the trafficking of immune cells across the blood–brain barrier (BBB), as well as microglia migration, were significantly upregulated in both WT and TNFR2^−/−^ OPCs following cytokine stimulation (Figure 6A–K, Figure S4B). Specifically, *Ccl2*, *Ccl7*, *Ccl11*, *Cxcl10*, and *Cxcl12* were significantly more elevated in TNFR2^−/−^ compared to WT OPCs, and *Cxcl9* and *Cxcl11* were significantly increased only in TNFR2^−/−^ OPCs, indicating that TNFR2 signaling plays a role in their regulation. 

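In St OPCs all 12 genes were higher in TNFR2-/- than in WT cells, with a median log2 fold change of 0.626 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.000835, and 0.0265 with fry). *Ccl11* (ENSMUSG00000020676; chromosome 11, 82057823 to 82062955) had 37.5 ± 12.6 against 16.4 ± 2.38 FPKM (SD, n = 3) and was called (1.13 ± 0.22 SE, limma, adjusted p = 0.0253), as was *Cxcl9* (ENSMUSG00000029417; chromosome 5, 92321347 to 92328079) with 95.1 ± 55.8 against 30.5 ± 8.40 (1.51 ± 0.32 SE, 0.0329). *Ccl11* was above 0.05 without WT St replicate 3 (0.102), WT St replicate 4 (0.0943) or TNFR2-/- St replicate 2 (0.0542), in a range of 0.00783 to 0.114. *Cxcl9* was above 0.05 without WT St replicate 3 (0.124), WT St replicate 4 (0.109), TNFR2-/- St replicate 2 (0.0604), TNFR2-/- St replicate 5 (0.0512) or WT NS replicate 4 (0.054), in a range of 0.0136 to 0.124. The differences of *Ccl2* (0.61 ± 0.35 SE, adjusted p = 0.286), *Ccl7* (0.64 ± 0.26 SE, 0.155), *Cxcl10* (0.66 ± 0.33 SE, 0.232), *Cxcl11* (0.93 ± 0.31 SE, 0.0962) and *Cxcl12* (0.68 ± 0.27 SE, 0.141) were not past the threshold. *Cxcl11*, of whose 100-base sequences 39.1% occur in another gene, was past it without TNFR2-/- St replicate 4 (0.0311, in a range of 0.0311 to 0.283), and *Cxcl12* without TNFR2-/- NS replicate 5 (0.039, in a range of 0.039 to 0.34). *Cxcl10* was already higher in TNFR2-/- NS OPCs (1.52 ± 0.33 SE, adjusted p = 0.0247). The interaction of the list was 0.434 (camera adjusted p = 0.00624, and 0.314 with fry), or 0.399 with the 4 genes that had no more than 3 reads in a group set at that count. It was not past the threshold without WT NS replicate 2, TNFR2-/- NS replicate 5 or WT St replicate 3, the lowest median being 0.149 without TNFR2-/- NS replicate 5 and the highest adjusted p 0.0884 without WT St replicate 3. Among the 38 genes of Figures 4–6, 7 differed between the genotypes in St OPCs over all genes tested and 14 when adjusted over the list alone (19 with an unadjusted limma p under 0.05). In the interaction these numbers were 0 and 1 (10 with an unadjusted p under 0.05). The study chose this list on the same samples, so the values adjusted over it are not independent evidence. From the larger chemokine increases without TNFR2, the paper concludes that TNFR2 signaling plays a role in the regulation of these genes.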

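*Csf1* (ENSMUSG00000014599; chromosome 3, 107741048 to 107760469) rose with stimulation from 11.7 ± 2.63 to 62.9 ± 13.3 FPKM (SD, n = 3) in WT and from 16.8 ± 4.26 to 70.0 ± 5.27 in TNFR2-/- OPCs. The log2 fold changes were 2.38 ± 0.22 SE and 2.06 ± 0.22 SE (limma with Benjamini-Hochberg adjustment, adjusted p = 3.29e-05 and 7.37e-05). The genotypes did not differ in St cells (0.17 ± 0.22 SE, adjusted p = 0.657) or in their response (interaction −0.32 ± 0.31 SE, adjusted p = 0.87).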

Notably, *Csf1*, a growth factor essential for microglia survival and proliferation, was markedly increased in OPCs of both genotypes exposed to cytokines (Figure 6L). 

To further investigate whether the chemotactic and growth factors expressed by OPCs could potentially participate in modulating the microglial response to inflammation, we took a bioinformatics approach and conducted a ligand–receptor interaction analysis comparing ligands found in our OPC RNAseq datasets with gene expression data of the corresponding receptors found in microglia. We analyzed all the validated ligand–receptor pairs published by Ramilowski et al. [25]. The microglia datasets were obtained by bulk RNAseq of FACS-sorted microglia from the spinal cord of naïve and acute EAE (17 days post-induction) C67BL/6 mice, as previously described [23]. We generated interaction scores predictive of the putative interaction between ligand_OPC_-receptor_microglia_ pairs, as previously described [25] (Figure 6M). Almost all chemokines expressed by OPCs were predicted to significantly interact with chemokine receptors expressed by naïve microglia, with the strongest interaction being Ccl2_OPC_-Ccr5_microglia_. These interactions were determined to have higher significance (lower *p* value shown as bigger size circle) for ligands expressed by stimulated TNFR2^−/−^ OPCs compared to stimulated WT OPCs, suggesting that the likelihood of interaction is also higher. *Csf1* and *Cx3cl1*, which are implicated in microglia survival and proliferation, showed significant interaction with the corresponding microglial receptors independently of TNFR2, and not only in OPCs exposed to cytokines but also in naïve OPCs as well, suggesting a role of OPCs in microglia survival in homeostatic conditions. 

To directly assess the immunomodulatory molecules released by OPCs when exposed to inflammatory conditions, we analyzed the media collected from cytokine-stimulated WT and TNFR2^−/−^ OPCs (Figure 7A for experimental workflow) using a membrane-based antibody array. Stimulated OPCs were found to release a wide range of chemokines and cytokines, some at especially high levels (CCL2, CCL5, CX3CL1, and CXCL10) (Figure 7B,C; Table S2). Select molecules were significantly increased in TNFR2^−/−^ OPCs compared to WT (Acrp30, CD93, CCL6, CCL20, CD40, CD160, chemerin, CXCL11, and CXCL13), suggesting that TNFR2 signaling plays a role in suppressing inflammation by controlling these molecules (Figure 7C). Notably, various chemokines that were differentially expressed in our RNAseq analysis, such as *Ccl2* and *Cxcl10*, were not found to be different in this assay. This discrepancy could be due to the fact that the culture medium was collected approximately 1 day after stimulation, which may have led to maximal accumulation of the factors. It is likely that, to unmask differences in release between WT and TNFR2^−/−^ OPCs, the analysis needs to be performed at shorter time points after stimulation.

Overall, our data underscore that OPCs produce immunomodulatory signals, in part regulated by TNFR2, capable of directly influencing microglia activation and function, providing insight into specific molecules/pathways targetable for therapeutic purposes.

## 4. Discussion

The overarching purpose of our study was to elucidate the cellular changes that OPCs undergo when exposed to inflammatory conditions to gain insight into the mechanisms that underlie CNS repair failure in MS. Specifically, we sought to investigate the role played by TNFR2 in this process, based on previous evidence from our group indicating that TNFR2 acts as a suppressor of oligodendroglia-dependent inflammation and, at least *in vitro*, as a signal for oligodendrocyte differentiation [20,21].

We took an *in vitro* approach, stimulating primary OPC cultures from WT and TNFR2^−/−^ mice with a cocktail of Th1 cytokines (TNF/IFNγ/IL1β) known to be highly present in the MS lesion environment, and analyzing their transcriptome by RNAseq. As anticipated, hundreds of genes were differentially regulated in OPCs as a result of cytokine exposure. The gene families and processes that changed the most were those related to inflammation and immunoregulation, with cytokines, chemokines, growth factors, MHC-I, and some MHC-II components mostly upregulated. In parallel, genes and processes associated with cell proliferation and differentiation were also altered, indicating that OPCs divert from their physiological proliferation/differentiation cell programming to aid and perpetuate the immune-inflammatory response. This is in line with an *in vivo* study by Falcão et al. which reported on the transition of oligodendroglia, both OPCs and OLs, to a disease-associated state at acute EAE, characterized by the expression of immune-related genes linked to IFNγ response [31]. Our *in vitro* data largely recapitulate this observation with respect to the OPC population, demonstrating that our treatment paradigm with Th1 cytokines models quite accurately the transition that OPCs undergo *in vivo*, thus can be useful to address mechanistic questions in a simplified system. Most importantly, our data directly implicate TNFR2 signaling in the modulation of the OPC state and fate during neuroinflammation. The exacerbation of OPCs’ inflammatory profile when TNFR2 is ablated points at a role for TNFR2 in suppressing the inflammatory and antigen-presenting phenotype of OPCs. This function of TNFR2 is not unique to OPCs but extends to other glial cells. Indeed, previous work from our laboratory uncovered that, at acute EAE, TNFR2-ablated microglia develop a proinflammatory phenotype with the dysregulated expression of homeostatic and host defense genes demonstrating the immunosuppressive and anti-inflammatory role of microglial TNFR2 [23]. 

The ability of cytokines such as IFNγ, soluble TNF, and IL17 to inhibit OPC differentiation into OLs has long been known [32,33,34,35], but only recently the coupling of this effect with a shift towards the acquisition of an immunoregulatory and antigen presenting phenotype has been addressed more in depth. When simultaneously exposed to the differentiating agent T3 and IFNγ *in vitro*, OPCs upregulate MHC-I molecules, which allow for antigen processing and presentation to CD8^+^ T cells, inducing their activation and cytotoxic function [36]. Furthermore, constant low exposure to IFNγ has been shown to upregulate antigen presentation genes in OLs differentiated from iPSCs of healthy controls and MS patients [37]. Our data are in line with these reports as marked upregulation of numerous MHC-I genes was observed in OPCs following Th1 cytokine stimulation. Importantly, this effect was exacerbated in cells lacking TNFR2, indicating a direct involvement of TNFR2 signaling in the antigen-presenting function of OPCs. The upregulation of MHC-I expression was confirmed at the protein level in both WT and TNFR2^−/−^ OPCs 18 h after the 3 h cytokine stimulation, although not in a TNFR2 dependent manner. It is plausible that, by this time, expression in TNFR2^−/−^ OPCs has already peaked, thus warranting assessment at earlier time points.

The upregulation of MHC-II molecules in OPC subsets has also been reported in some experimental models [31,36]. Falcão et al. demonstrated that OPCs cultured in the presence of MOG_35–55_ peptide and CD4^+^ T cells expressing the T cell receptor for MOG_35–55_ were able to induce the proliferation of naïve, memory, and activated T cells, indicating that OPCs can execute antigen presentation via MHC-II, a process especially relevant in the context of MS. In our model, MHC-II-related molecules did not significantly change after Th1 stimulation, with the only exception of the MHC-II activator *Ciita* that was upregulated specifically in TNFR2^−/−^ OPCs, once again underscoring the role of TNFR2 in regulating the antigen-presenting function of OPCs. 

Our findings demonstrate that OPC-dependent immunomodulation in inflammatory conditions is not only ascribed to the antigen-presenting role acquired by OPCs [36] but also to their expression and release of chemoattractant factors known to recruit immune cells (lymphocytes, macrophages, microglia) into the CNS and at demyelinating lesion sites in MS and MS models [38,39,40]. These include CCL2, which was identified by ligand–receptor interaction analysis to be the chemokine released by OPCs with the highest probability to bind to CCR5-expressing microglial cells, thus promoting their migration. Importantly, this interaction reached the highest significance between stimulated OPCs lacking TNFR2 and microglia. Furthermore, since CCR5 is also highly expressed by T cells found in active MS lesions [3,41,42,43,44], it is plausible that OPC-released CCL2 may contribute to their trafficking as well. In addition to migration, TNFR2 signaling in OPCs may regulate the activation state of T cells via the co-stimulatory receptors CD40 and CD160, both of which were found to be released at higher levels by TNFR2^−/−^ OPCs compared to WT after cytokine stimulation. Indeed, CD40, a member of the TNF receptor superfamily, is known to bind to CD40ligand on T helper cells, leading to T cell activation and the exacerbation of their inflammatory properties [45,46,47], and CD160 binds to MHC-I molecules and promotes IFNγ release [48]. 

As OPCs transition to an immunomodulatory phenotype after inflammatory exposure, they dysregulate their cell proliferation and differentiation machinery, with consequent impairment of their ability to efficiently progress towards more mature states. Lack of TNFR2 worsens this outcome, as it reduces differentiation into O4^+^ cells in basal conditions and into myelin-forming MBP^+^ OLs after cytokine stimulation. This latter effect is accompanied by measurable phenotypic alterations (reduced cell area). This observation correlates with the GO enrichment analysis that shows the downregulation of genes belonging to lipid metabolic processes in stimulated TNFR2^−/−^ versus WT cells after stimulation. 

Notably, we found that several hundred genes were differentially regulated in OPCs without inflammatory stimulation and only in association with TNFR2 deletion. Considering that, by ours and others’ accounts, TNFR2 baseline expression in OPCs is low [49], this demonstrates the key role that the TNFR2 signaling pathway plays in regulating OPC function in normal physiology. Indeed, lack of this minimal TNFR2 expression is sufficient to disrupt OPCs, which behave as if they are in a status of enhanced stress. Cell metabolism is affected, as shown by the upregulation of virtually all TCA cycle genes, among other metabolic pathways. This response is typically observed in stress conditions, where the cell is pushed towards potentiating ATP production to meet injury-induced energy demands [50,51,52]. Although meant to be protective, this mechanism also leads to the accumulation of reactive oxygen species that may instead exacerbate damage [51,53,54].

The specific intracellular signaling cascades through which TNFR2 in OPCs exerts its protective functions are yet to be elucidated, but the PI3K/AKT pathway is likely to be involved, given it is one of the main signals downstream of TNFR2, and we show it to be inhibited in our TNFR2^−/−^ OPCs. That TNFR2 could be protective by balancing detrimental TNFR1 seems unlikely, since the ablation of TNFR2 does not alter TNFR1 protein levels at the membrane surface, despite upregulating its gene expression. 

More broadly, our study contributes to elucidating the role of TNF signaling in neuroinflammatory and demyelinating disease, which has been controversial mainly in light of the failure of anti-TNF drugs in MS therapy. Indeed, the only clinical trial with a non-selective TNF inhibitor, Lenercept, had to be terminated due to worsening of the disease, with increased frequency and severity of attacks and demyelinating lesions [55]. This could be explained after later studies uncovered the dichotomous function of the two forms of solTNF and tmTNF, the first promoting neurotoxic effects, the latter neuroprotective. This underscored how pan-TNF inhibition is not a viable therapeutic option, but selective targeting of solTNF-TNFR1 signaling (inhibition) and tmTNF-TNFR2 signaling (activation) should be pursued. Our study supports the idea that promoting TNFR2 signaling in the CNS has therapeutic potential. Indeed, we show that activation of this pathway in OPCs during neuroinflammation can redirect OPCs towards normal homeostasis, suppressing their pro-inflammatory shift.

## 5. Conclusions

The picture that emerges from our studies is that OPCs respond to stress by diverting their physiological functions towards inflammatory activation and immunomodulation, becoming less equipped to perform reparative functions such as remyelination. Most importantly, we demonstrate that TNFR2 plays a key beneficial role in keeping OPCs from straying from their normal physiology, as demonstrated by the fact that, in naïve conditions, TNFR2 absence alone causes enhanced cell stress. TNFR2 is even more important when OPCs are exposed to inflammatory cues, as in MS or other neuroinflammatory conditions, because its activation serves to counteract the environmental pull towards detrimental immune-inflammatory activation and to maintain OPC repair capacity. This would imply that areas where OPCs express higher levels of TNFR2 should be associated with reduced damage in neuroinflammatory diseases. This concept is indeed supported by evidence in MS brain tissue wherein higher expression of TNFR2 correlated with less severe pathology and the absence of meningeal inflammation [56].

Ultimately, besides confirming the beneficial function of TNFR2 in OPCs, our transcriptomic analysis provides an invaluable resource for the identification of molecules downstream of TNFR2 that could be targeted to promote CNS repair, which, to this day, remains a largely unmet need.

## Figures and Tables

**Figure 1:**
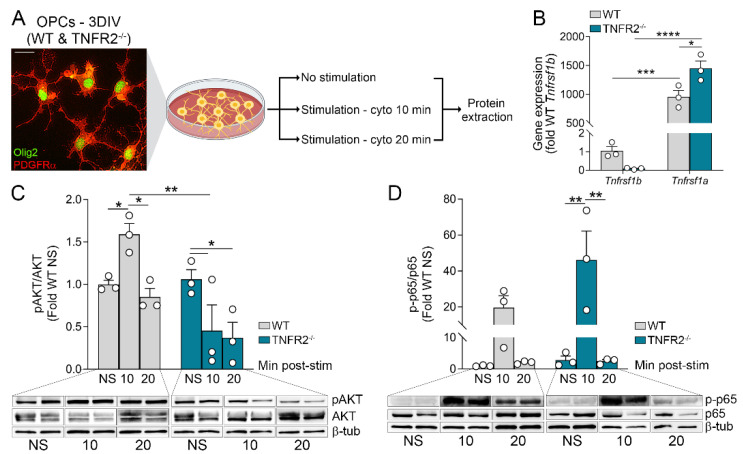
OPCs upregulate and activate TNF receptors following inflammatory stimulation. (**A**) Experimental workflow for assessing intracellular signaling activation in WT and TNFR2^−/−^ OPCs (co-expressing Olig2 and PDGFRα) following stimulation with cytokine cocktail (TNF/IFNγ/IL1β, 25 ng/mL each) at 3 days *in vitro* (DIV); scale bar: 20 μm. (**B**) Quantification of TNF receptor gene expression (*Tnfrsf1b* and *Tnfrsf1a*) in WT and TNFR2^−/−^ OPCs at 3DIV in non-stimulated conditions; n = 3, * *p* ≤ 0.05, *** *p* ≤ 0.001, **** *p* ≤ 0.0001, two-way ANOVA, Holms–Sidak multiple comparison test. (**C**) Western blot analysis of PI3K/AKT signaling activation in WT and TNFR2^−/−^ OPCs at 3DIV after 10 and 20 min of cytokine stimulation; active phosphorylated AKT (pAKT) normalized to total AKT is plotted as fold of non-stimulated (NS) WT OPCs. Results represent mean ± SEM of 3 independent experiments run in duplicate, * *p* ≤ 0.05, *** *p* ≤ 0.001, two-way ANOVA, Holms–Sidak multiple comparison test. (**D**) Western blot analysis of canonical NF-κB signaling activation PI3K/AKT signaling activation in WT and TNFR2^−/−^ OPCs at 3DIV after 10 and 20 min of cytokine stimulation; active phosphorylated p65 (p-p65) normalized to total p65 is plotted as fold of non-stimulated (NS) WT OPCs. Results represent mean ± SEM of 3 independent experiments run in duplicate, ** *p* ≤ 0.01, two-way ANOVA, Holms–Sidak multiple comparison test.

**Figure 2:**
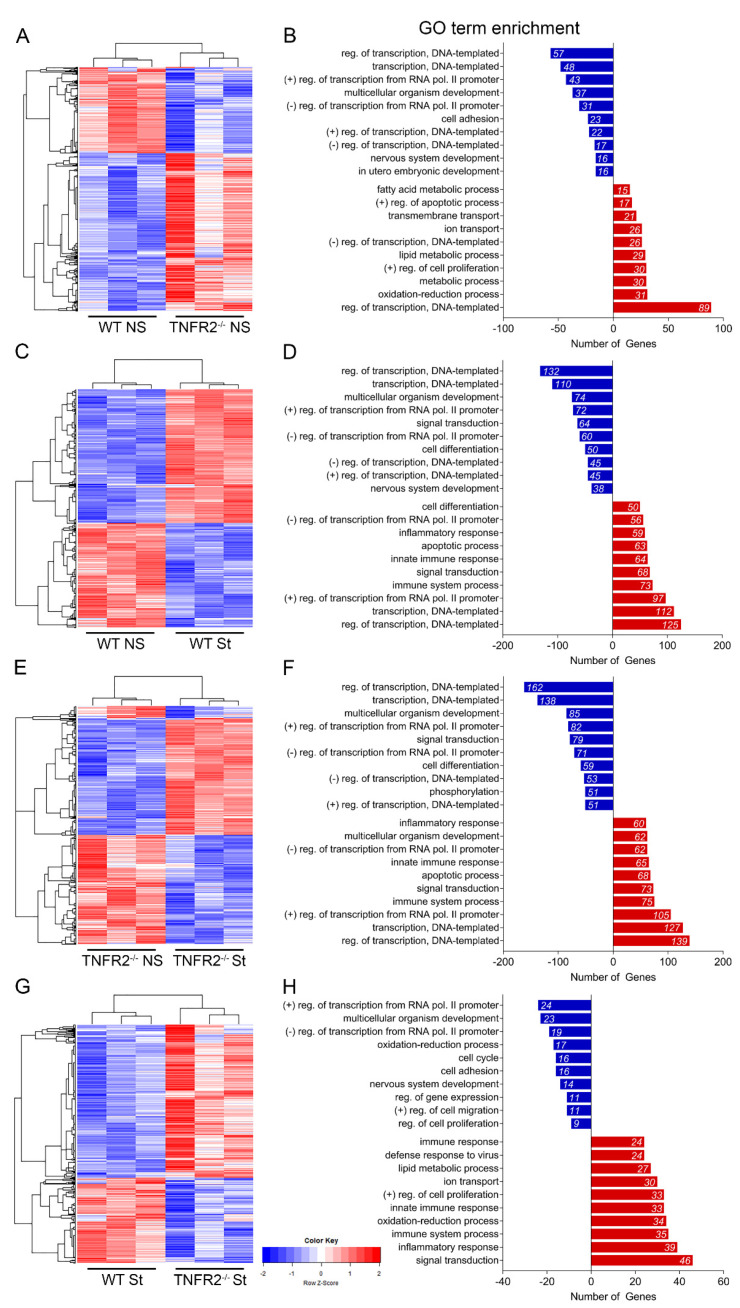
RNAseq analysis of WT and TNFR2^−/−^ OPCs *in vitro* in response to inflammatory stimuli. (**A**,**C**,**E**,**G**) Heatmap of differentially expressed genes between: non-stimulated WT and non-stimulated TNFR2^−/−^ OPCs, (**A**) stimulated WT and non-stimulated WT OPCs, (**C**) non-stimulated TNFR2^−/−^ and stimulated TNFR2^−/−^ OPCs, (**E**) stimulated WT and stimulated TNFR2^−/−^ OPCs. (**B**,**D**,**F**,**H**) Differentially expressed genes grouped by gene ontology (GO) biological process in: non-stimulated WT and non-stimulated TNFR2^−/−^ OPCs, (**B**) stimulated WT and non-stimulated WT OPCs, (**D**) non-stimulated TNFR2^−/−^ and stimulated TNFR2^−/−^ OPCs, (**F**) stimulated WT and stimulated TNFR2^−/−^ OPCs (H); blue = downregulated genes and processes; red = upregulated genes and processes; NS = non-stimulated; St = stimulated.

**Figure 3:**
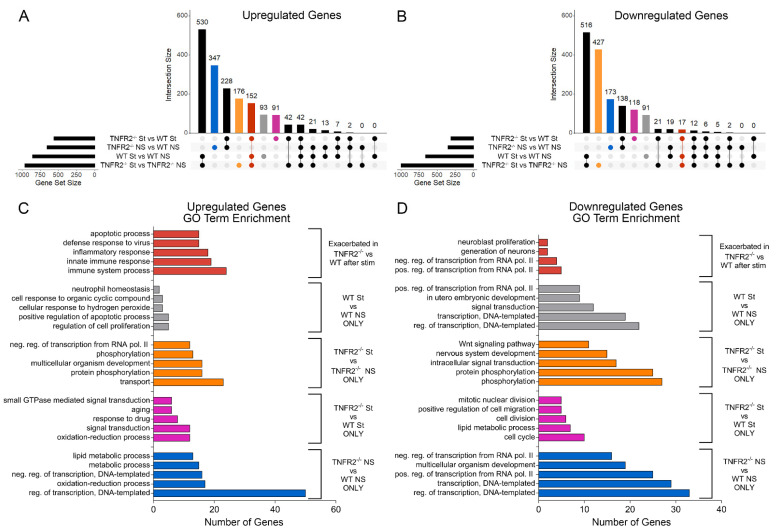
Overlap analysis of RNAseq comparisons identifies key biological processes modulated by TNFR2 signaling. (**A**,**B**) UpSet plots depicting number (horizontal black bars) and overlap (vertical bars) of (**A**) upregulated and (**B**) downregulated genes between each paired comparison; blue = differentially expressed (DE) in TNFR2^−/−^ NS versus. WT NS only; pink = DE in TNFR2^−/−^ St versus WT St only; orange = DE in TNFR2^−/−^ St versus TNFR2^−/−^ NS only; gray = DE in WT St versus WT NS only; red = DE in TNFR2^−/−^ St versus TNFR2^−/−^ NS, WT St versus WT NS, and TNFR2^−/−^ St versus WT St. (**C**) Top GO terms of upregulated genes differentially expressed in each intersection of interest. (**D**) Top GO terms of downregulated genes differentially expressed in each intersection of interest. NS = non-stimulated; St = stimulated.

**Figure 4:**
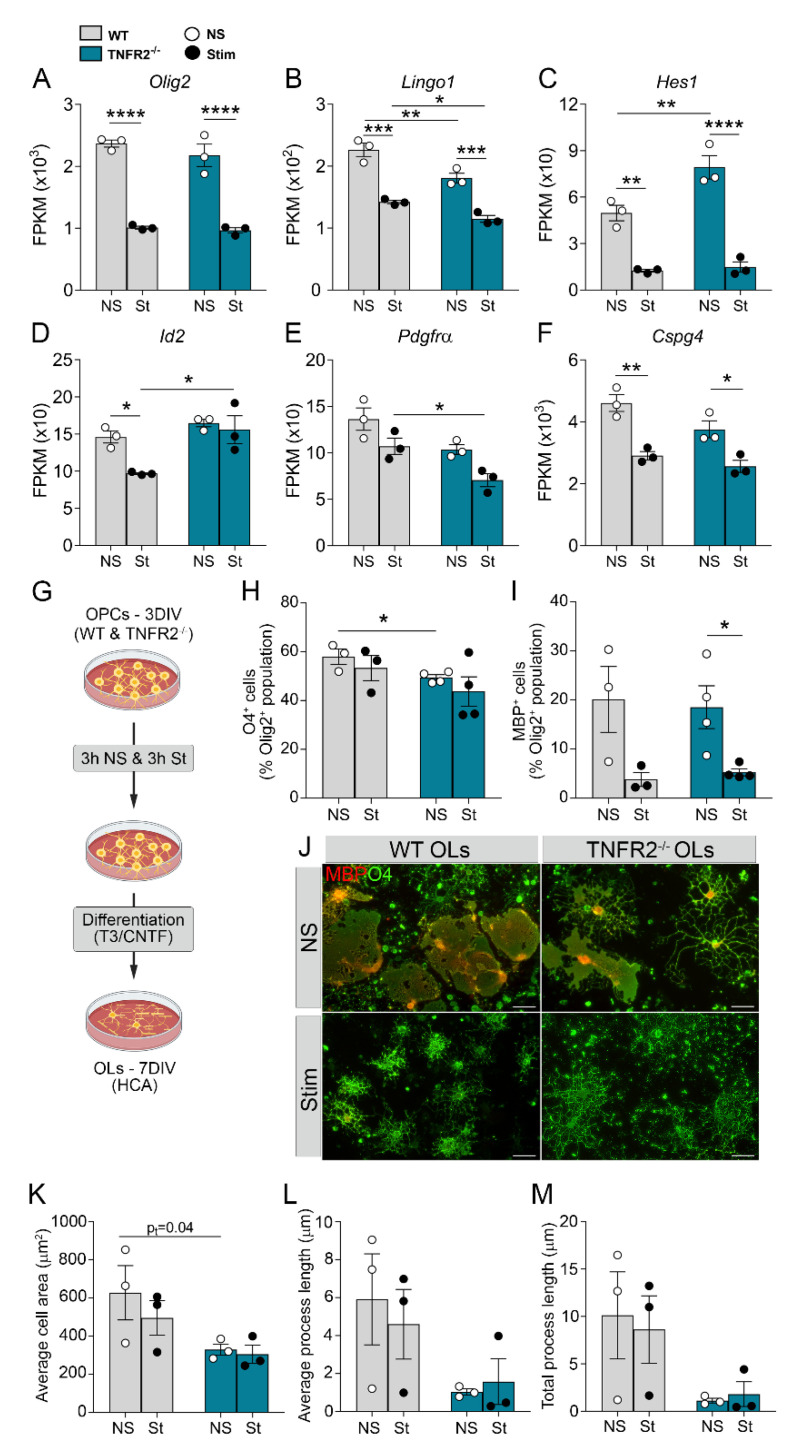
TNFR2 ablation exacerbates inflammation-induced dysregulation of the cellular machinery that sustains OPC proliferation and differentiation. (**A**–**F**) Expression profiles of select genes regulating oligodendrocyte (OL) differentiation and/or proliferation in WT and TNFR2^−/−^ OPCs following cytokine stimulation. Data, extrapolated from the RNAseq set, are expressed as fragments per kilobase per million mapped reads (FPKM). (**G**) Workflow for the OL differentiation assay. (**H**,**I**) Quantification, by high-content analysis (HCA), of differentiated O4^+^ OLs (**H**) and MBP^+^ OLs (**I**) at 7DIV. Results are expressed as a percentage of the total Olig2^+^ population. (**J**) Representative images of WT and TNFR2^−/−^ differentiated OLs at 7DIV either with or without prior stimulation with cytokines. Scale bar = 20 μm. (**K**–**M**) Quantification by HCA of (K) average cell area, (**L**) average process length, and (**M**) total process length of WT and TNFR2^−/−^ OLs. Results represent mean ± SEM of 3 independent experiments; * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001, two-way ANOVA; Holm–Sidak multiple comparison test. NS = non-stimulated; St = stimulated.

**Figure 5:**
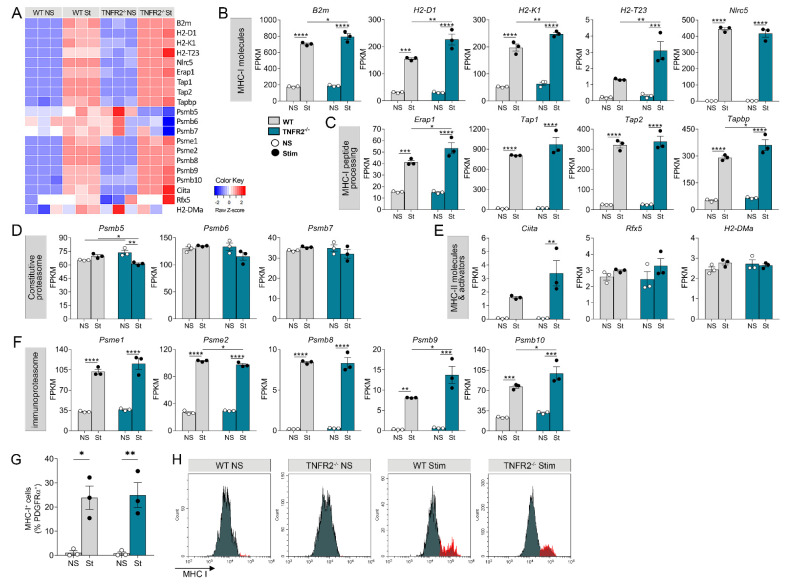
TNFR2 ablation enhances the antigen presenting function of OPCs in response to inflammatory stimulation. (**A**) Heatmap of genes related to antigen presentation expressed by WT and TNFR2^−/−^ OPCs *in vitro* with or without cytokine stimulation. (**B**–**F**) Expression profiles of genes regulating MHC-I molecules (**B**), MHC-I peptide processing (**C**,**D**) constitutive proteasome, (**D**) MHC-II molecules and activators, (**E**) and immunoproteasome (**F**). Data, extrapolated from the RNAseq set, are expressed as FPKM. (**G**) Flow cytometric quantification of MHC-I-expressing OPCs (MHC-I^+^ cells in the PDGFRα^+^ population) assessed 18 h after cells were exposed to cytokines for 3 h. (**H**) Representative flow cytometry plots of MHC-I expression in OPCs. Results represent average ± SEM of 3 independent experiments, * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001, two-way ANOVA; Holm–Sidak multiple comparison test. NS = non-stimulated; St or Stim = stimulated.

**Figure 6:**
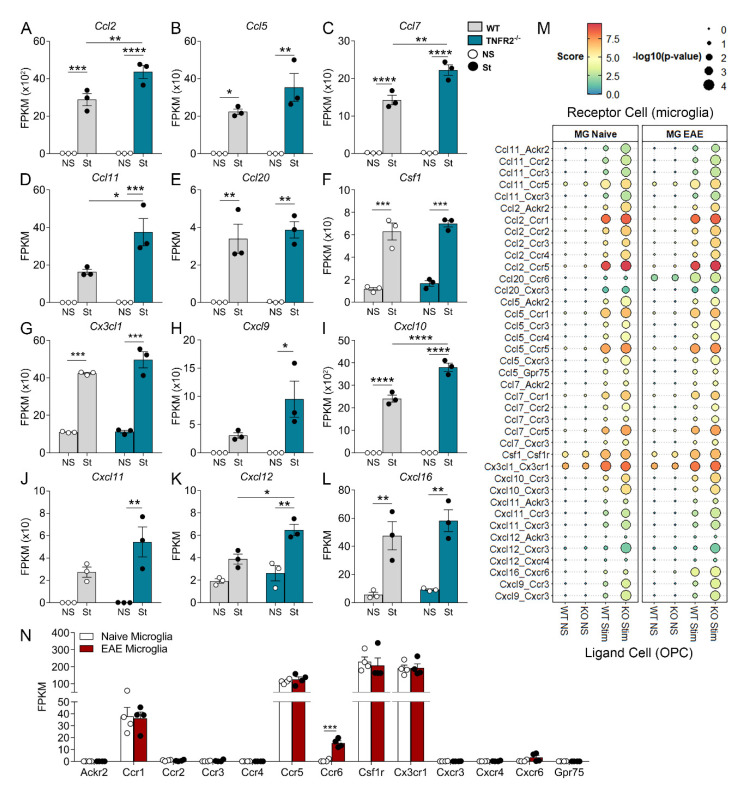
TNFR2 ablation enhances the inflammatory and immunomodulatory function of OPCs in response to inflammatory stimulation. (**A**–**L**) Expression profiles of select immunomodulatory and inflammatory genes in WT and TNFR2^−/−^ OPCs following cytokine stimulation. Data, extrapolated from the RNAseq set, are expressed as FPKM. (**M**) Dot plot of ligand–receptor interaction scores for immunomodulatory ligands expressed in OPCs and their corresponding receptors expressed in microglia in naïve conditions or at acute EAE. (**N**) Gene expression profiles of select receptors expressed in microglia *in vivo* under naïve conditions or at acute EAE and known to interact with chemokines and cytokines found to be expressed in cultured OPCs after cytokine stimulation. Results represent average ± SEM of 3 independent experiments, * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001, two-way ANOVA; Holm–Sidak multiple comparison test. NS = non-stimulated; St = stimulated.

**Figure 7:**
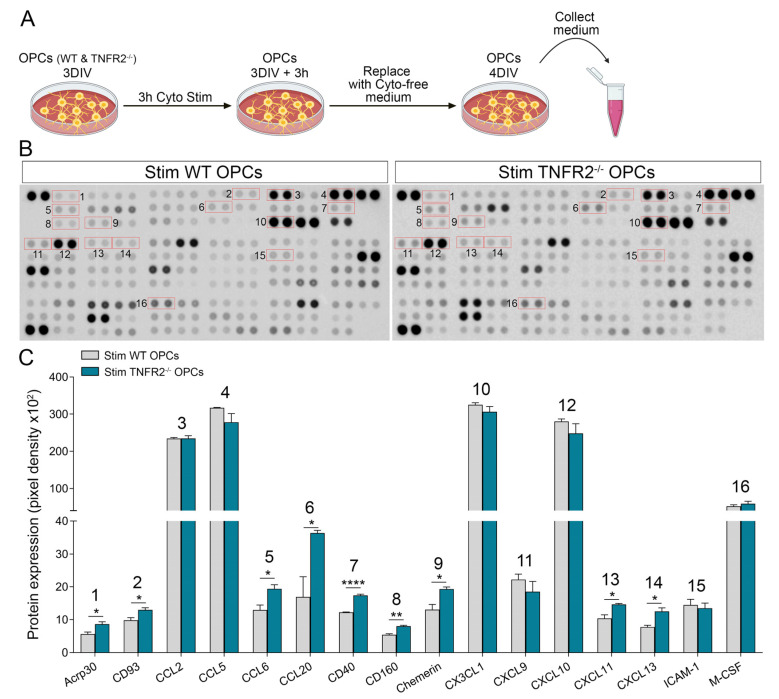
TNFR2 ablation enhances the release of immunomodulatory factors by OPCs exposed to cytokines. (**A**) Pipeline of sample preparation for cytokine array. (**B**) Representative dot blot of the cytokine array run on culture medium collected from WT and TNFR2^−/−^ OPCs following cytokine stimulation. (**C**) Densitometric quantification of soluble molecules of interest released by stimulated OPCs. Results are expressed as average pixel density ± SEM of 3 independent experiments; * *p* ≤ 0.05, ** *p* ≤ 0.01, **** *p* ≤ 0.0001, Student’s *t* test.

## Data Availability

All RNAseq datasets are publicly available in the NIH Gene Expression Omnibus (GEO) repository, accession numbers GEO:GSE78082 and GEO:pending.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10071785/s1: Figure S1: Gene expression of *Tnfrsf1b* and *Tnfrsf1a* is upregulated in OPCs following cytokine stimulation. Figure S2: KEGG pathway enrichment analysis shows TNFR2-dependent changes in OPCs due to cytokine stimulation. Figure S3: The tricarboxylic acid (TCA) cycle is altered in a TNFR2-dependent manner in both basal and stimulated conditions. Figure S4: Validation of RNAseq results. Table S1: Primer sequences for real time RT-PCR. Table S2: Immunomodulatory factors released by WT and TNFR2^−/−^ OPCs after inflammatory stimulation.

# Supplementary material for: TNFR2 Signaling Regulates the Immunomodulatory Function of Oligodendrocyte Precursor Cells
**Source:** Cells. 2021 Jul 15;10(7):1785. doi: 10.3390/cells10071785
**Supplement:** Supplementary file 1

## **Supplementary Materials**

# **TNFR2 Signaling Regulates the Immunomodulatory Function of Oligodendrocyte Precursor Cells**

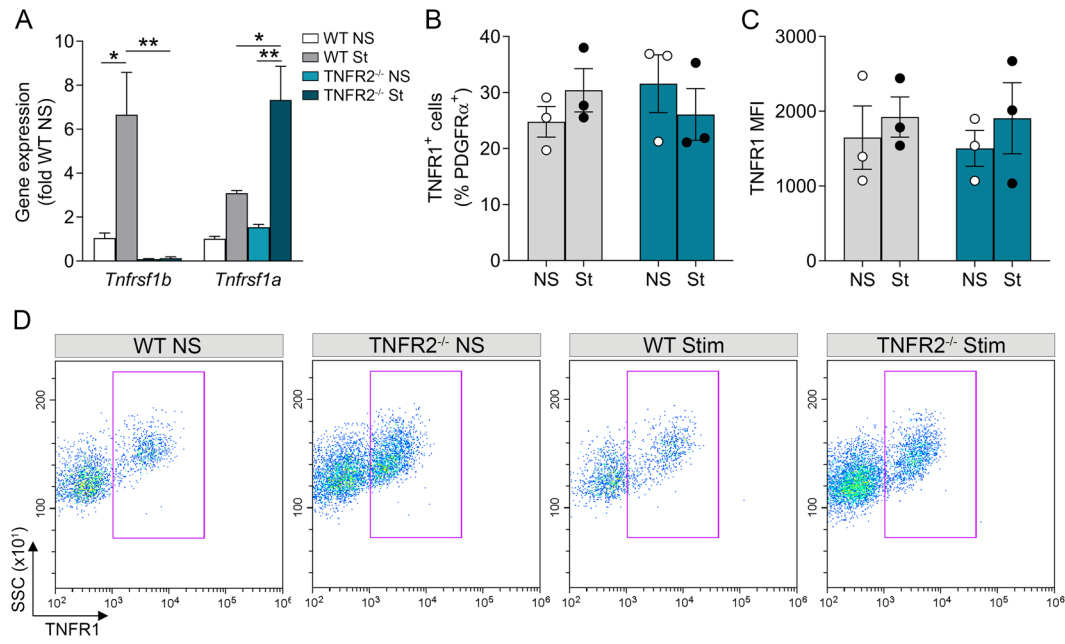

**Figure S1. Gene expression of *Tnfrsf1b* and *Tnfrsf1a* is upregulated in OPCs following cytokine stimulation.** (A) Gene expression quantification of *Tnfrsf1b* and *Tnfrsf1a* by real-time RT-PCR. (B-C) Flow cytometric quantification of TNFR1 protein expression in WT and TNFR2<sup>-/-</sup> OPCs 18h after a 3h cytokine stimulation; number of TNFR1<sup>+</sup> OPCs as percentage of PDGFRα<sup>+</sup> cells (B) and mean fluorescent intensity (MFI) of TNFR1 expression in OPCs (C) are shown. (D) Representative flow cytometry plots of TNFR1 expression. Results represent average ± SEM of 3 independent experiments; \*p ≤ 0.05, \*\* p ≤ 0.01, \*\*\*\*p ≤ 0.0001, two-way ANOVA; Holm-Sidak multiple comparison test. NS = non-stimulated; St = Stimulated.

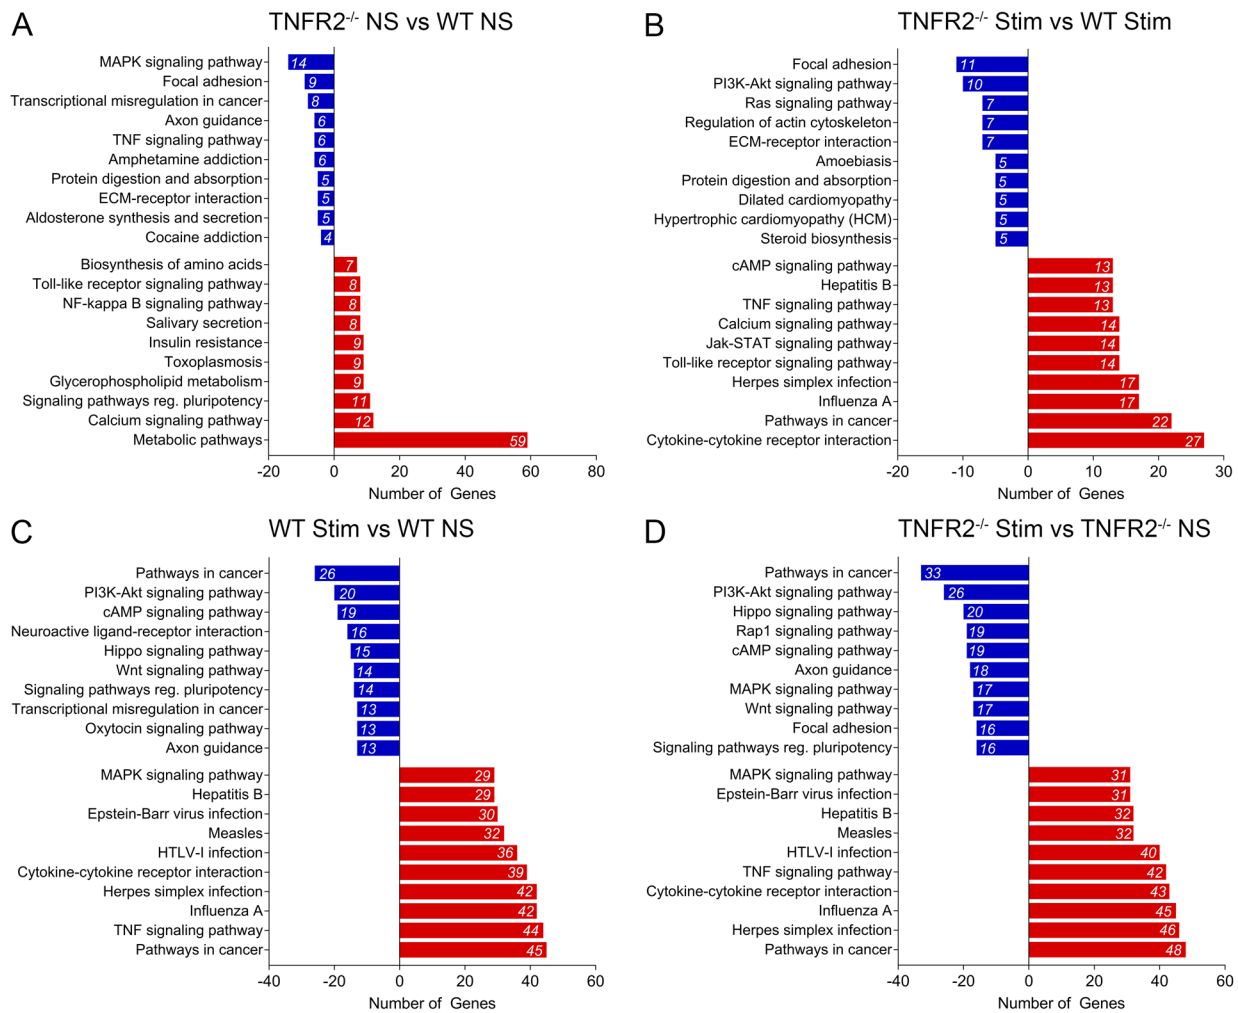

**Figure S2. KEGG pathway enrichment analysis shows changes in OPCs due to cytokine stimulation, and partly regulated by TNFR2.** KEGG pathway analysis of (A) TNFR2<sup>-/-</sup> NS vs WT NS, (B) TNFR2<sup>-/-</sup> Stim vs WT Stim, (C) WT Stim vs WT NS, (D) TNFR2<sup>-/-</sup> Stim vs TNFR2<sup>-/-</sup> NS. Blue = downregulated pathways/processes, Red = upregulated pathways/processes.

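KEGG pathway analysis counts how many of the differentially expressed genes of a comparison belong to each pathway of that database and ranks pathways by how far this count exceeds chance. It therefore depends on which genes were called, and it runs separately for upregulated and downregulated genes. The panel letters of the legend differ from those cited in the results text, which uses S2B for stimulated against non-stimulated WT OPCs, S2C for the same comparison in TNFR2-/- OPCs and S2D for stimulated TNFR2-/- against WT OPCs. KEGG lists were not analyzed here.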

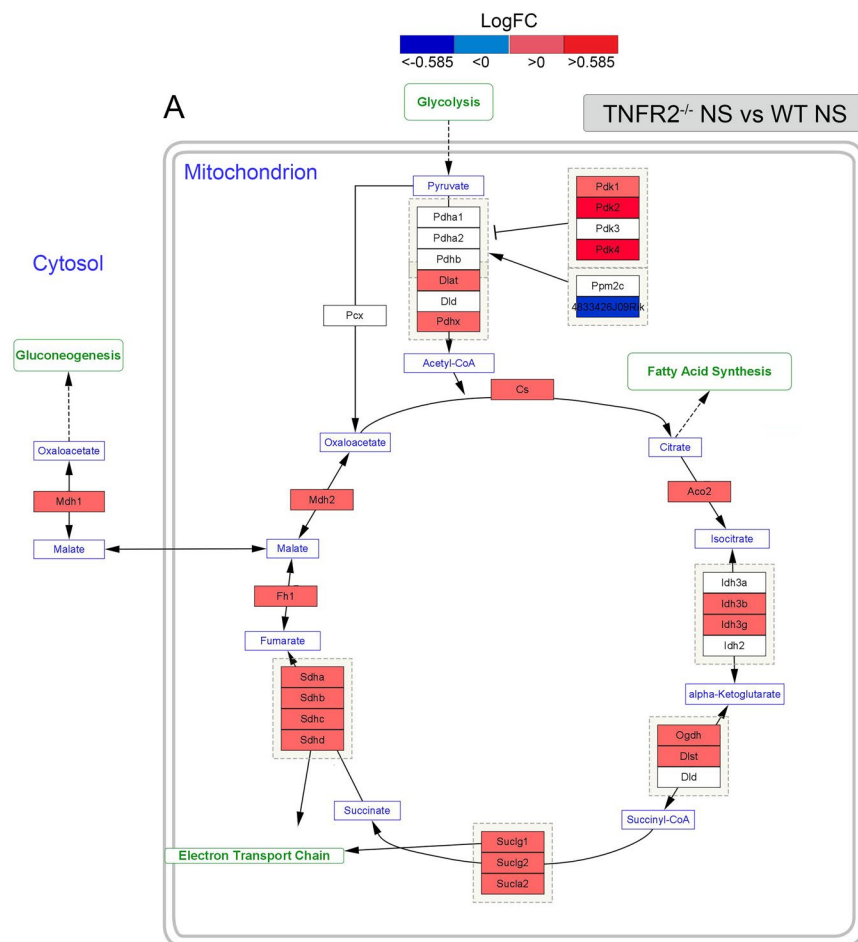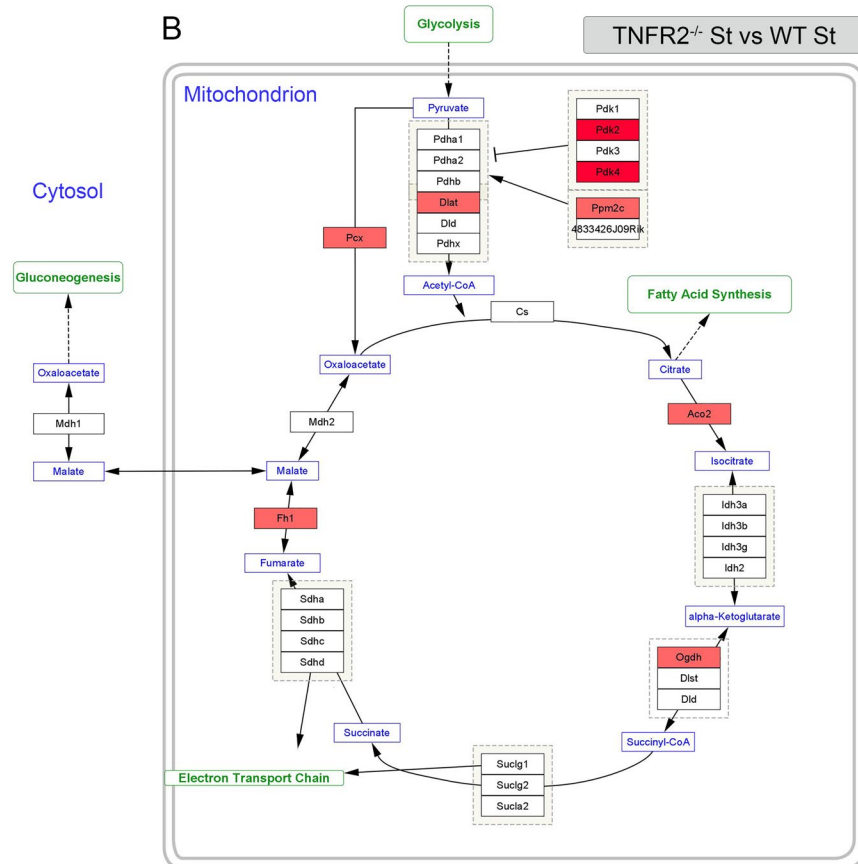

**Figure S3. The tricarboxylic acid (TCA) cycle is altered in a TNFR2 dependent manner in both basal and stimulated conditions.** (A-B) Cytoscape pathway network analysis of TNFR2 dependent differentially expressed genes in the TCA cycle for both (A) non-stimulated and (B) cytokine stimulated conditions. NS = non-stimulated; St = Stimulated. Blue = downregulated genes, Red = upregulated genes.

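In the TCA cycle network, genes of pyruvate dehydrogenase kinases are drawn as regulators beside the enzymes. Of its 6 regulator genes 4 were tested, and these were all higher in TNFR2-/- NS than in WT NS OPCs (median log2 fold change 0.636, camera with Benjamini-Hochberg adjustment, adjusted p = 0.0207), and 3 of 4 in St OPCs (0.51, adjusted p = 0.0415, and above 0.05 without WT St replicate 3 or TNFR2-/- St replicate 5, at most 0.0783). *Pdk2* (ENSMUSG00000038967; chromosome 11, 95026258 to 95041354) had 50.3 ± 6.77 against 27.3 ± 1.49 FPKM (SD, n = 3) in NS and 36.0 ± 2.17 against 22.2 ± 1.20 in St OPCs, or 0.86 ± 0.09 SE and 0.69 ± 0.09 SE (limma, adjusted p = 0.00359 and 0.00973). With the spread estimated from the 6 NS libraries alone the first adjusted p was 0.0833, in a range of 0.00129 to 0.0833. *Pdk4* differed by 1.02 ± 0.28 SE in NS (adjusted p = 0.0436) and 0.99 ± 0.28 SE in St OPCs (0.0622), with an interaction of −0.03 (0.996). Its NS value was above 0.05 in 11 of 23 alternatives, in a range of 0.0219 to 0.151 with the highest without WT NS replicate 3.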

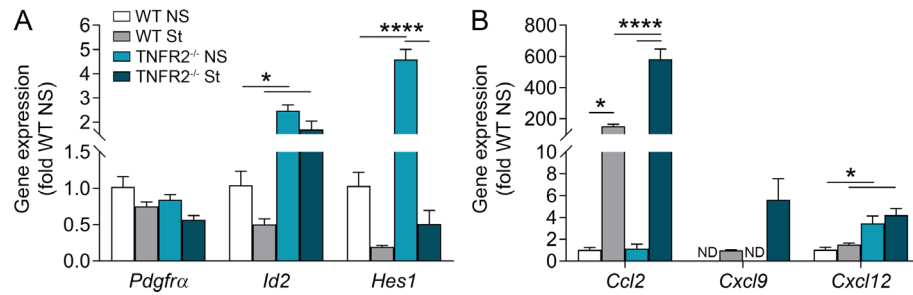

**Table S1. Primer sequences for real time RT-PCR.**

| <b>Gene Name</b> | <b>Primer Sequence</b>                                                 |
|------------------|------------------------------------------------------------------------|
| <i>Tnfrsf1b</i>  | F: 5' acacagtgcccgcccaggttg 3'<br>R: 5' ggccaggaggacacttagcacagc 3'    |
| <i>Tnfrsf1a</i>  | F: 5' gccgaagtctactccatcattg 3'<br>R: 5' ggctggggagggggctggagttag 3'   |
| <i>Pdgfra</i>    | F: 5' cctggcatgatggtcgattctact 3'<br>R: 5' ggtctcttctcgggctcactgttc 3' |
| <i>Id2</i>       | F: 5' ccagcatccccagaacaaga 3'<br>R: 5' tggatgatgcaggctgacgatagt 3'     |
| <i>Hes1</i>      | F: 5' tccaagctagagaaggcagacatt 3'<br>R: 5' cggcgcggtatttcccaacac 3'    |
| <i>Ccl2</i>      | F: 5' cccactcacctgctgtac 3'<br>R: 5' cctgctgctggtgattctctt 3'          |
| <i>Cxcl9</i>     | F: 5' agtcgctgttctttcctttg 3'<br>R: 5' gtgcctcggctggtgctgat 3'         |
| <i>Cxcl12</i>    | F: 5' gagagccacatcgccagagc 3'<br>R: 5' ggatccactttaatttcgggtcaa 3'     |
| <i>Gapdh</i>     | F: 5' gaggccggtgctgagtatgtcgtg 3'<br>R: 5' tcggcagaagggcgagatga 3'     |

**Table S2. Immunomodulatory factors released by WT and TNFR2<sup>-/-</sup> OPCs after inflammatory stimulation.**

| PROTEIN                               | WT St<br>(APD ± SEM) | TNFR2 <sup>-/-</sup> St<br>(APD ± SEM) | TNFR2 <sup>-/-</sup> St vs WT St<br>(fold change) | <i>p</i> value |
|---------------------------------------|----------------------|----------------------------------------|---------------------------------------------------|----------------|
| Adiponectin                           | 554.3 ± 64.4         | 860.1 ± 71.7                           | 1.5515                                            | 0.0338         |
| Amphiregulin                          | 819.4 ± 149.1        | 1066.7 ± 102.6                         | 1.3018                                            | 0.2437         |
| Angiopoietin-1                        | 879.7 ± 121          | 1147.2 ± 115.7                         | 1.3041                                            | 0.1855         |
| Angiopoietin-2                        | 856 ± 108.9          | 932.9 ± 173.6                          | 1.0899                                            | 0.7264         |
| Angiopoietin-like 3                   | 1309.2 ± 117.2       | 1570.8 ± 94.3                          | 1.1998                                            | 0.157          |
| C1qR1 [CD93]                          | 977.1 ± 81.4         | 1298.2 ± 64.8                          | 1.3287                                            | 0.0367         |
| CCL11                                 | 2299.9 ± 43.2        | 2223.4 ± 485.1                         | -1.0344                                           | 0.8828         |
| CCL12                                 | 5593.6 ± 755.2       | 5177.8 ± 3087.6                        | -1.0803                                           | 0.9022         |
| CCL17                                 | 1475.8 ± 105         | 1437.6 ± 157.6                         | -1.0266                                           | 0.8499         |
| CCL19                                 | 1133.5 ± 109.6       | 1399 ± 151.5                           | 1.2343                                            | 0.2287         |
| CCL2                                  | 23434.1 ± 291.3      | 23458.9 ± 761.8                        | 1.0011                                            | 0.9772         |
| CCL20                                 | 1688.3 ± 619.8       | 3637.8 ± 77.8                          | 2.1547                                            | 0.0355         |
| CCL21                                 | 815.7 ± 99.5         | 1106.2 ± 82.3                          | 1.3561                                            | 0.0877         |
| CCL22                                 | 1742.4 ± 89          | 1975.9 ± 62                            | 1.134                                             | 0.0978         |
| CCL3/CCL4                             | 1645.6 ± 119.1       | 1613.7 ± 63.8                          | -1.0198                                           | 0.8251         |
| CCL5                                  | 31685.1 ± 130.4      | 27857.7 ± 2271.4                       | -1.1374                                           | 0.1678         |
| CCL6                                  | 1293.7 ± 146.6       | 1938.5 ± 124.5                         | 1.4984                                            | 0.0285         |
| CD14                                  | 1795.1 ± 142.6       | 2005 ± 49.2                            | 1.1169                                            | 0.2364         |
| CD160                                 | 534.7 ± 28.9         | 798.6 ± 25.8                           | 1.4937                                            | 0.0024         |
| Chemerin                              | 1303.7 ± 154.9       | 1930.4 ± 64.2                          | 1.4806                                            | 0.0202         |
| Chitinase 3-like 1                    | 845.1 ± 97.8         | 3055.2 ± 1181.4                        | 3.6154                                            | 0.1357         |
| Coagulation Factor III/ Tissue Factor | 1925.7 ± 161         | 2235.5 ± 308.4                         | 1.1609                                            | 0.4235         |
| Complement Component C5/C5a           | 590.6 ± 103.9        | 886.9 ± 157.9                          | 1.5017                                            | 0.1921         |
| Complement Factor D                   | 484 ± 170.1          | 696.5 ± 84.3                           | 1.439                                             | 0.3256         |
| C-Reactive Protein                    | -14.7 ± 96.5         | 63.7 ± 21.6                            | -4.3302                                           | 0.4727         |
| CX3CL1                                | 32523.9 ± 550.7      | 30638.7 ± 1406.3                       | -1.0615                                           | 0.28           |
| CXCL1                                 | 35907.7 ± 1123.4     | 38446.2 ± 529.3                        | 1.0707                                            | 0.1104         |
| CXCL10                                | 28078.8 ± 681.2      | 24824.2 ± 2632.7                       | -1.1311                                           | 0.2975         |
| CXCL11                                | 1035.8 ± 111.3       | 1457.9 ± 32.6                          | 1.4074                                            | 0.022          |
| CXCL13                                | 773.2 ± 50.2         | 1252.1 ± 106.8                         | 1.6194                                            | 0.0154         |
| CXCL16                                | 2354 ± 296.5         | 1884.7 ± 94.2                          | -1.249                                            | 0.2059         |
| CXCL2                                 | 11848.1 ± 663.5      | 9639.2 ± 2354.8                        | -1.2292                                           | 0.4176         |
| CXCL9                                 | 2221 ± 162.9         | 1849.6 ± 315.5                         | -1.2008                                           | 0.3546         |
| Cystatin C                            | 17720.5 ± 472.7      | 20080.6 ± 1186.1                       | 1.1332                                            | 0.1383         |
| DKK-1                                 | 1011.5 ± 160.9       | 1400.2 ± 91.3                          | 1.3843                                            | 0.1035         |
| DPPIV [CD26]                          | 798.8 ± 75.3         | 1221.5 ± 146.5                         | 1.5291                                            | 0.0623         |
| EGF                                   | 980.6 ± 105.1        | 1262.7 ± 76.7                          | 1.2877                                            | 0.096          |
| Endoglin [CD105]                      | 459.4 ± 76.4         | 686.1 ± 109.2                          | 1.4936                                            | 0.1641         |
| Endostatin                            | 1717.1 ± 413.7       | 2256.5 ± 583.8                         | 1.3141                                            | 0.4929         |
| E-Selectin [CD62E]                    | 1095.3 ± 127.7       | 1330.4 ± 216.2                         | 1.2146                                            | 0.4021         |
| Fetuin A                              | 1900.5 ± 196         | 2308.4 ± 281                           | 1.2146                                            | 0.2996         |
| FGF-21                                | 1339.1 ± 150.5       | 1512.5 ± 210.9                         | 1.1294                                            | 0.5401         |
| FGFa                                  | 867.8 ± 47.7         | 1249.4 ± 151                           | 1.4399                                            | 0.0736         |

|                 |                  |                  |         |        |
|-----------------|------------------|------------------|---------|--------|
| Flt-3 Ligand    | 830.7 ± 63.6     | 976.7 ± 60.8     | 1.1758  | 0.1724 |
| Gas 6           | 1239.6 ± 189.4   | 1566.6 ± 99.7    | 1.2638  | 0.2014 |
| G-CSF           | 1054.4 ± 100     | 1079.3 ± 106.4   | 1.0236  | 0.873  |
| GDF15           | 1225.1 ± 144.6   | 1471.4 ± 143     | 1.2011  | 0.2925 |
| GMCSF           | 534.3 ± 97.5     | 993 ± 259.5      | 1.8586  | 0.1734 |
| HGF             | 766.3 ± 71.2     | 898.8 ± 100.2    | 1.173   | 0.3417 |
| ICAM-1 [CD54]   | 1439.7 ± 174.5   | 1349.9 ± 148.6   | -1.0665 | 0.7152 |
| IFN $\gamma$    | 1070.3 ± 121.8   | 1237.1 ± 78.8    | 1.1557  | 0.3146 |
| IGFBP1          | 1266.6 ± 78      | 1654.8 ± 258.2   | 1.3065  | 0.2235 |
| IGFBP2          | 33894.3 ± 1140.6 | 35229 ± 1090     | 1.0394  | 0.4452 |
| IGFBP3          | 28758.3 ± 854    | 29999.8 ± 848.3  | 1.0432  | 0.3606 |
| IGFBP-5         | 2107 ± 245.1     | 3496.8 ± 743.7   | 1.6596  | 0.1506 |
| IGFBP-6         | 1398.3 ± 187     | 1785.1 ± 32.3    | 1.2766  | 0.1112 |
| IL10            | 1559.5 ± 134.9   | 2030.9 ± 252.1   | 1.3023  | 0.1746 |
| IL11            | 1658.7 ± 215.1   | 2364 ± 257.8     | 1.4252  | 0.1036 |
| IL-12p40        | 1050.6 ± 202.7   | 1232.3 ± 134.4   | 1.173   | 0.4964 |
| IL13            | 1106.6 ± 112.9   | 1498.1 ± 182.4   | 1.3538  | 0.1421 |
| IL15            | 1447.4 ± 247.5   | 1888.7 ± 228.3   | 1.3049  | 0.2602 |
| IL-17A          | 144.2 ± 61.8     | 203.4 ± 62.2     | 1.4105  | 0.5364 |
| IL1 $\alpha$    | 1002.2 ± 96      | 1324.9 ± 163.9   | 1.322   | 0.1645 |
| IL1 $\beta$     | 7837.7 ± 962.7   | 4065.6 ± 1929    | -1.9278 | 0.1551 |
| IL1ra           | 1185.9 ± 78.2    | 1431.4 ± 204.4   | 1.207   | 0.3248 |
| IL2             | 113.6 ± 63.2     | 215.6 ± 44.9     | 1.8975  | 0.2585 |
| IL22            | 509 ± 75.1       | 642.6 ± 87.9     | 1.2625  | 0.3123 |
| IL23            | 880.3 ± 134.4    | 1095.1 ± 150     | 1.244   | 0.3462 |
| IL27p28         | 1722.7 ± 208.5   | 1953.6 ± 99.9    | 1.134   | 0.3744 |
| IL-28           | 5171.2 ± 693.8   | 7145.1 ± 478.7   | 1.3817  | 0.0792 |
| IL3             | 301 ± 71.8       | 412.2 ± 37.3     | 1.3692  | 0.2415 |
| IL33            | 2721.8 ± 440.4   | 3435.6 ± 309     | 1.2623  | 0.2552 |
| IL4             | 1212.2 ± 197.1   | 1640.1 ± 149.9   | 1.353   | 0.1591 |
| IL5             | 1133.8 ± 157.7   | 1457.3 ± 121.7   | 1.2853  | 0.1797 |
| IL6             | 4249.9 ± 1387.8  | 2364.5 ± 193.6   | -1.7974 | 0.2497 |
| IL7             | 2758.2 ± 422.2   | 3421.3 ± 467.8   | 1.2404  | 0.3521 |
| LDL R           | 5382.6 ± 1050.6  | 4588.3 ± 485.4   | -1.1731 | 0.5303 |
| Leptin          | 1181.2 ± 135.2   | 1768.2 ± 256.7   | 1.497   | 0.1131 |
| LIF             | 3314.3 ± 309     | 5240 ± 972.6     | 1.581   | 0.1322 |
| Lipocalin       | 13020.3 ± 2331.7 | 17275.3 ± 674.9  | 1.3268  | 0.1545 |
| LIX             | 6169.4 ± 1182.5  | 6525.5 ± 2994.7  | 1.0577  | 0.9173 |
| MCSF            | 5190.2 ± 386.9   | 5864.3 ± 678     | 1.1299  | 0.4366 |
| MMP2            | 2679.3 ± 206.4   | 3250.6 ± 269.6   | 1.2132  | 0.1678 |
| MMP3            | 1364.6 ± 971.1   | 5225.2 ± 2523.5  | 3.8291  | 0.2265 |
| MMP-9           | 269 ± 99.2       | 332.9 ± 142.5    | 1.2377  | 0.7314 |
| Myeloperoxidase | 1710.5 ± 377.8   | 2209.7 ± 379.4   | 1.2918  | 0.404  |
| Osteopontin     | 13211.8 ± 4517   | 16326.3 ± 4729.3 | 1.2357  | 0.6588 |
| PDECGF          | 577.8 ± 194.5    | 931.5 ± 315.8    | 1.6121  | 0.3943 |
| PDGFBB          | 1724.3 ± 90.9    | 2117.3 ± 249.9   | 1.2279  | 0.2135 |

|                         |                |                 |         |        |
|-------------------------|----------------|-----------------|---------|--------|
| Pentraxin 2             | 1227 ± 91.7    | 1818.7 ± 234.5  | 1.4823  | 0.0785 |
| Pentraxin 3             | 24075.4 ± 590  | 23820 ± 1149    | -1.0107 | 0.8529 |
| Periostin               | 556.9 ± 128.6  | 649.3 ± 159.6   | 1.1659  | 0.6755 |
| Pref-1                  | 1670.2 ± 181.3 | 1881.3 ± 182.1  | 1.1264  | 0.4575 |
| Proliferin              | 1113.4 ± 162.4 | 1481.9 ± 225.2  | 1.331   | 0.2552 |
| Proprotein Convertase 9 | 2590.6 ± 345.1 | 2777.2 ± 396    | 1.072   | 0.7404 |
| P-Selectin [CD62P]      | 1209.7 ± 163.4 | 1319.1 ± 47     | 1.0904  | 0.555  |
| RAGE                    | 1023.9 ± 268.7 | 1238.5 ± 256.5  | 1.2096  | 0.5945 |
| RBP4                    | 641 ± 101.1    | 1087.3 ± 178.9  | 1.6962  | 0.0956 |
| Reg3G                   | 1198.4 ± 392.2 | 1374.5 ± 265.5  | 1.147   | 0.7288 |
| Resistin                | 215.1 ± 129    | 393.1 ± 99.6    | 1.8275  | 0.3363 |
| Serpin E1               | 2896.7 ± 507.4 | 3773.2 ± 888.7  | 1.3026  | 0.44   |
| Serpin F1               | 1592.1 ± 178.4 | 1941.4 ± 171    | 1.2194  | 0.2305 |
| Thrombopoietin          | 922.7 ± 70.5   | 1034.8 ± 159.1  | 1.1215  | 0.5547 |
| TIM-1                   | 1077.9 ± 108.2 | 1288.5 ± 236.3  | 1.1954  | 0.4631 |
| TNF                     | 3033.4 ± 246.9 | 2929.1 ± 315.8  | -1.0356 | 0.8076 |
| TNFRSF11B               | 2122.7 ± 164.7 | 9541.5 ± 5890.8 | 4.495   | 0.2765 |
| TNFRSF5 [CD40]          | 1222.3 ± 9.7   | 1735.3 ± 37.4   | 1.4197  | 0.0002 |
| TNFSF13B                | 1106.1 ± 95.9  | 1040.3 ± 207.8  | -1.0632 | 0.7882 |
| VCAM-1 [CD106]          | 4319.3 ± 545.8 | 3138.9 ± 205.2  | -1.3761 | 0.1129 |
| VEGF                    | 1135.9 ± 189.5 | 1571.1 ± 339.6  | 1.3831  | 0.3259 |
| WISP1                   | 1589.4 ± 182.8 | 2344.8 ± 709    | 1.4753  | 0.3605 |

How the deposited data were processed for this re-analysis (not part of the article)

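RNA was sequenced from OPCs of WT and TNFR2-/- pups, non-stimulated (NS) or stimulated (St) with TNF, IFNγ and IL1β, in 12 libraries of 4 groups. NS and St libraries were given as separate tables of FPKM, with 45792 entries each. The authors aligned reads to GRCm38 with the Ensembl annotation, counted them with STAR and used EdgeR for their own calls. The FPKM as deposited were made by the authors from these counts, each divided by the library total and by a number of bases per gene. Symbols used more than once (99 symbols, 229 entries) were left out, 45563 symbols were used, and all columns of values were used. For 27 symbols that had become dates the original symbol is not known. Symbols were joined to GENCODE M21 by name (41834) or by an older symbol (862), and 42617 had 1 gene. Those genes gave identifiers and positions on GRCm38.

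Read counts were recovered from the FPKM of each library, whose values are whole multiples of a unit set by the library total and the gene's divisor. Of 26636 genes above 0 in at least 2 libraries, 26635 gave whole reads throughout. Reads recovered on genes ranged from 26412530 to 29415576 in WT NS, from 29448168 to 29712532 in TNFR2-/- NS, from 29503535 to 29546150 in WT St and from 28149921 to 29655632 in TNFR2-/- St libraries. The divisor was a whole number of bases for 99.99% of 16900 genes with a mean of over 5 reads. It was within 2-fold of the annotated exon length for 25.2% of genes, against 26.1% after the lengths were shuffled among genes, with a median of 1040 bases against 4446. Comparisons of 1 gene between libraries are unaffected by its divisor. The filter on FPKM and the pseudocount do depend on it, and where a group lies below 0.5 FPKM the pseudocount shrinks the fold change.

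Values were analyzed as log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, as 4 group means over 12 libraries with empirical Bayes moderation and a mean-dependent prior. Genes with a mean of at least 0.1 FPKM were tested. The comparisons were TNFR2-/- NS vs WT NS, WT St vs WT NS, TNFR2-/- St vs TNFR2-/- NS, TNFR2-/- St vs WT St and the interaction of genotype and stimulation. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05, a log2 fold change of at least 0.585 in size and a mean of at least 1 FPKM. Where a group had no more than 3 reads in each library, the fold was computed against 3 reads and is given as a lower bound. Exact permutation tests and Fisher's exact tests were two-sided and ran in R. Read counts and shared sequences were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

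The genes named were those that the paper names in its RNAseq results and figures, with the genes of largest fold change among calls whose groups did not overlap, up to 3 in each direction. *Gbp2*, *Gbp3* and other members of that family, *Lamtor3*, *Rpl34* and the neighbors of *Gbp2b* and *Tnfrsf1b* were chosen after their values were seen. Sequences of 100 bases shared between the transcripts of genes were counted from GENCODE M21.

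Gene lists were tested with camera (correlation 0.01), with fry and with camera's estimated correlation. They held Reactome pathways as provided with fgsea 1.28.0, cell cycle genes of Seurat 5.3.0, the genes of Figures 4–6 and S3, and markers of astrocytes, neurons, endothelial cells, mural cells and fibroblasts, microglia, mature oligodendrocytes and OPCs, and of sex, interferon stimulation, immediate early genes and cholesterol synthesis. Lists with fewer than 3 genes past the filter were not tested.

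Numbers of replicates were checked for pairing over 13554 genes. Within a genotype the 6 pairs of NS and St libraries with the same number correlated at 0.34 to 0.65 after group means were removed, and the 12 pairs with other numbers at −0.45 to 0.09. Across genotypes, the 4 pairs with the same number correlated at −0.06 to 0.2, so the numbers pair libraries of 1 culture and do not pair WT with TNFR2-/- cultures. The main fit did not use the pairs.

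The procedure was tested on simulated data with 200 of 18052 genes changed by a known amount between TNFR2-/- St and WT St. It called 93 of 100 genes changed 2-fold and 100 of 100 changed 4-fold, with 5 unchanged genes called. In the interaction it called 75 and 96. A list of changed genes had a camera p of 1.71e-120, and 5 of 100 random lists had a p under 0.05. Genes were drawn independently, so the random lists do not test correlation between the genes of a list.

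Alternatives were other pseudocounts, filters, scalings of the libraries, fits over the 6 libraries compared, limma without the trend, weights for each library, other thresholds, a replicate block, each library left out in turn, voom on the recovered reads and a replicate block within genotype. Analyses of DAVID and KEGG terms, quantitative PCR, protein and cell counts were not repeated here. The result for 1 gene is not reported here.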

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

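The tests on *Gbp2b*, on *Tnfrsf1b* and on sequence from another strain near *Gbp2b* were chosen only after the result was seen. The results that stood out are of these kinds: responses to stimulation that differed between genotypes in a test of the interaction, and a signal in a gene whose RNAseq values the paper does not report.

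*Gbp2b* had an interaction of 7.63 on the log2 scale (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00014), with every TNFR2-/- St library at least 175-fold above every WT St library. The size of the interaction depends on the pseudocount, since WT NS libraries held at most 2 reads. From the reads, TNFR2-/- NS OPCs were already at least 9.14-fold higher than WT NS OPCs (log2 3.19) and St OPCs differed by 8.49, so that the interaction is at most 5.29. With voom, chosen after the values were seen, the interaction was 4.62 with an adjusted p of 0.61, and over all alternatives the adjusted p ranged from 5.21e-06 to 0.61. Library totals differed by at most 1.13-fold, which argues against depth as the source. Sequence that *Gbp2* and *Gbp2b* share in both genotypes is argued against by WT St libraries, where *Gbp2b* reads came to at most 0.334% of *Gbp2* reads, against at least 135% in TNFR2-/- St libraries. Of the 100-base sequences of *Gbp2b* and of *Gbp2*, 0% occur in another gene of the reference, which also argues against it. WT libraries and the reference do not test reads of *Gbp2* counted on *Gbp2b* through a variant that TNFR2-/- cells alone carry. Such reads stay open, with a difference of strain around the gene. *Gbp2* fell in the same libraries (−1.19, adjusted p = 0.0343), and reads of both genes together changed little, numbering 72939 to 84031 in WT St and 85515 to 98585 in TNFR2-/- St libraries (log2 ratio of means 0.23), as an exchange of reads would give. In TNFR2-/- NS libraries *Gbp2b* reads came to 5.08% to 61.8% of *Gbp2* reads, against at least 135% in St libraries. They numbered 21 against 34 *Gbp2* reads in replicate 2, 13 against 256 in replicate 4 and 52 against 136 in replicate 5. These low counts argue against a fixed share of *Gbp2* reads counted on *Gbp2b* in both conditions. The little changed sum in St libraries goes the other way, so the variant stays open. Other genes of the family were higher by less, such as *Gbp7* on chromosome 3 (1.04, adjusted p = 0.0208) and *Gbp10* on chromosome 5 (0.91, 0.0218). Within 10 Mb of *Gbp2b* and outside its family, 4 of 72 genes were called in St OPCs (5.56% against 1.76% elsewhere, Fisher's exact test, p = 0.0393) and 3 of 72 in NS OPCs (4.17% against 2.93%, p = 0.471). Among them *Bmpr1b* was higher in both (1.23 and 1.62) and *Lamtor3* lower (−0.60 and −0.78). Such a variant, a strain background that otherwise differs on chromosome 3, and an effect of TNFR2 on *Gbp2b* cannot be told apart, since no library separates genotype from background and the NS and St tests of neighbors gave different answers.

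*Tnfrsf1b* had a log2 fold change of 2.35 between libraries labeled TNFR2-/- NS and WT NS, although it encodes the deleted receptor. Its WT NS level is below the pseudocount, and the value ranged from 1.75 with a pseudocount of 1 to 4.03 with voom, chosen after the values were seen. Counting error is argued against by the reads, since the lowest library labeled TNFR2-/- NS held 8.88 times those of the highest WT NS library. Of the gene's 100-base sequences 0% occur in another gene of the reference, which argues against reads from elsewhere except through a variant of strain. Transcripts of the disrupted gene that lack the protein are a possible explanation, given at least 213 reads in each library labeled TNFR2-/- NS. Exchanged genotype labels are another. The paper finds *Tnfrsf1a* higher in TNFR2-/- OPCs, non-stimulated in Figure 1B and stimulated in Figure S1A. Here its log2 fold change was 0.16 between NS groups (adjusted p = 0.201) and −0.16 between St groups (0.199). These values are too small, and too unlike in direction, to decide. The paper reports that stimulation raised *Tnfrsf1b* (Figure S1A). Libraries labeled WT went from 12 to 24 reads to 61 to 145 with stimulation (log2 fold change 1.17, limma, adjusted p = 0.00351). Those labeled TNFR2-/- overlapped, with 213 to 346 reads in NS and 282 to 356 in St libraries. This response goes with the labels as given, but it rests on 1 gene and does not decide. Transcripts of the disrupted gene and exchanged labels cannot be told apart, because values per gene do not show which exons the reads cover.

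Lists of genes whose response differed between genotypes numbered 9, of which 1 also passed with fry and 0 with the estimated correlation (13 of 44 had an unadjusted p under 0.05). Immediate early genes had the largest median interaction, 0.853 (camera, adjusted p = 1.27e-08, and 0.12 with fry), because they were lower in TNFR2-/- NS than in WT NS OPCs (adjusted p = 3.78e-08) and not past the threshold between St groups (0.185). All 10 genes had an interaction above 0, and without TNFR2-/- NS replicate 5 the median was 0.532 (adjusted p = 1.16e-05). Handling of the cultures before lysis was not tested for this interaction, because the list that would show it is the one that differed, and a genotype effect on unstimulated cells stays open as untested too.

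The other lists were Respiratory electron transport (median −0.199, adjusted p = 3.31e-11, and 0.165 with fry), DNA Replication (−0.134, 0.000214, and 0.19 with fry), Cytokine Signaling in Immune system (0.022, 0.00139, and 0.407 with fry), Interferon gamma signaling (0.055, 0.00242, and 0.406 with fry), the genes of Figure 6 (0.434, 0.00624, and 0.314 with fry), the constitutive proteasome subunits of Figure 5 (−0.265, 0.0101, and 0.0349 with fry), Chemokine receptors bind chemokines (0.136, 0.0241, and 0.47 with fry) and class I presentation (0.031, 0.0258, and 0.407 with fry). Most of these rested on single libraries. Without TNFR2-/- St replicate 5 the values were −0.119 (adjusted p = 0.000118) for Respiratory electron transport, −0.091 (0.0593) for DNA Replication, −0.001 (0.0338) for Cytokine Signaling in Immune system, 0.024 (0.0737) for Interferon gamma signaling, and −0.173 (0.0585) for the proteasome subunits. Class I presentation had −0.002 (0.106) without WT NS replicate 4. Without WT St replicate 3 the chemokine list had 0.052 (0.242) and the genes of Figure 6 0.289 (0.0884), and neither passed without TNFR2-/- NS replicate 5 (medians 0.059 and 0.149). The same lists were tested with the 6 cultures grouped in other ways, and 1 of 10 groupings, the real one, gave as many as 9 lists, where the others gave 0 to 7. A share under 0.05 is out of reach with 10 groupings.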

How the results depend on the processing

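Voom and the replicate block within genotype were chosen after seeing the data, and the other alternatives were set before the data were examined. No alternative that was set could not be run.

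The count of 524 genes in TNFR2-/- NS vs WT NS was 268 with no filter on low values, 7 with a fit over the 6 libraries compared and 1848 with no fold change threshold. It ranged from 49 to 952 as libraries were left out, with 49 without WT NS replicate 3 and 952 without TNFR2-/- NS replicate 4. In TNFR2-/- St vs WT St, 325 genes became 166 with no filter, 47 with the fit over 6 libraries, 506 with library weights and 893 with no fold change threshold, and 39 (without WT St replicate 4) to 464 (without TNFR2-/- St replicate 4) with a library left out. The main fit counts the NS and St libraries of a culture as independent, although they correlated at 0.563. Its adjusted p values between genotypes may therefore be too small. A fit over 6 libraries has fewer residuals from which to estimate spread, and the filter sets the number of genes tested. For the other settings the cause was not tested. The responses were steadier, with 1361 genes in WT OPCs becoming 2626, and 1824 in TNFR2-/- OPCs becoming 4235, with no fold change threshold, where downregulated genes became the majority in both, and ranges of 1203 to 1430 and 1694 to 1871 as libraries were left out. The single gene in the interaction became 0 with voom (1168 of 15166 genes had an unadjusted p under 0.05, smallest adjusted p 0.231), and 1 to 2 with a library left out.

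The 70 genes shared by the 3 comparisons became 37 with no filter, 9 with fits over 6 libraries and 123 with voom, and 5 to 103 with a library left out, with 5 without WT St replicate 4 and 103 without TNFR2-/- NS replicate 5. The 48 genes higher in TNFR2-/- St vs WT St alone became 30, 24 and, with library weights, 73, and 4 to 131 with a library left out, at those same libraries. Of the downregulated sets, 5 shared genes became 0 (without WT St replicate 3 or 4 or TNFR2-/- St replicate 5) to 12 (without TNFR2-/- NS replicate 5) and the 47 others 4 (without WT St replicate 3) to 119 (without TNFR2-/- NS replicate 5), with 21 and 144 when no fold change threshold was used.

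With a replicate block, counts were 437, 1567, 2033, 433 and 1 in the order of the comparisons above, of which 293, 1359, 1821, 217 and 1 of the original calls were called the same way. The block uses pairs that the numbers do not give between genotypes, so its genotype counts say little. Downregulated genes made up 46% of calls in TNFR2-/- St vs WT St with the block against 34.2% without. In TNFR2-/- OPCs the response was 33.6% downregulated with median-of-ratios scaling against 46.4%, and in NS OPCs quantile normalization gave 55.1% against 44.1%.

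Around *Tnfrsf1b*, within 10 Mb, 3.38% of genes were called in NS OPCs, a share like that elsewhere (Fisher's exact test, p = 0.675). It was 0.966% (Fisher's exact test, p = 0.00201) with the fit over 6 libraries, where few genes were called at all, and 2.42% to 5.31% with a library left out. The share near the gene was above that elsewhere in Fisher's exact test without WT NS replicate 3 (2.42%, p = 0.000222), WT NS replicate 4 (2.42%, p = 0.000359) and TNFR2-/- NS replicate 5 (2.9%, p = 0.000295), and below it without TNFR2-/- NS replicate 4 (5.31%, p = 1). So a concentration of calls near the gene appears where the count of calls is small. In St OPCs 4.35% (Fisher's exact test, p = 0.0129) became 3.86% with median-of-ratios scaling (p = 0.0612), 4.35% with library weights (p = 0.197), 7.25% with no fold change threshold (p = 0.146) and 5.1% with voom (p = 0.0809), and 1.93% (without WT St replicate 4) to 4.35% with a library left out. Without TNFR2-/- NS replicate 4, TNFR2-/- NS replicate 5 or TNFR2-/- St replicate 4 its p was 0.0618, 0.104 and 0.503, and without WT St replicate 3, WT St replicate 4 or TNFR2-/- St replicate 5 it was 0.000222, 0.00101 and 0.000189. With no threshold on mean FPKM the share was 5.8% (Fisher's exact test, p = 0.00194). The cause was not tested.

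Of 220 tests of lists, 84 passed, 4 with the estimated correlation and 74 with fry, 53 of them among the 84. With median-of-ratios scaling 80 passed, with the replicate block 94, and 79 to 99 with a library left out. With median-of-ratios scaling the median of Metabolism in the WT response turned to 0.009, that of the TCA enzymes to 0.004, and those of the astrocyte list in the TNFR2-/- response and of the G2 and M phase genes in the interaction to 0.05 and 0.02.

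Among 83 results for single genes, 59 were past an adjusted p of 0.05, and 37 of these stayed past it with each of up to 24 alternatives. Of 24 that were not, 10 passed with at least 1. By alternative, weaker results numbered 20 and stronger ones 1 with the fit over 6 libraries, 10 and 0 with no filter, 4 and 0 with the pseudocount of 0.1, 3 and 1 with median-of-ratios scaling, 1 and 5 with the replicate block, 1 and 4 with voom, and 95 and 9 over all fits that left out a library. Direction changed for *Hes1* between St groups, to −0.11 without TNFR2-/- St replicate 2 in a range up to 0.39, and for *Id2* in stimulated TNFR2-/- OPCs, to 0.02 with median-of-ratios scaling and 0.03 without TNFR2-/- St replicate 4 in a range down to −0.26. Depth limits *Gbp2b*, *Ccl11*, *Ccl20*, *Cxcl9*, *Cxcl11*, *Dhrs7c*, *Serpina3f*, *Gm4841* and *Ifi47*, whose WT NS libraries held no more than 3 reads, and *Hif3a*, whose WT St libraries did. For *Gbp2b* this makes the fitted interaction of 7.63 too large, since it is at most 5.29 from the reads.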

Differences from the paper's values

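The paper used EdgeR, with a log2CPM filter for its heatmaps and UpSet plots, whereas limma with a filter on mean FPKM was used here. EdgeR was not run on the recovered reads. Between TNFR2-/- NS and WT NS OPCs the paper's counts are 660 upregulated and 355 downregulated genes, and 293 and 231 were found here. Of the alternatives set before the data were examined, the upregulated count came within 1.5-fold only without TNFR2-/- NS replicate 4 (563). The downregulated count did so with a pseudocount of 0.1 (237), a filter at a mean of 1 FPKM (271), median-of-ratios scaling (260), quantile normalization (261), library weights (342), no threshold on mean FPKM (268), and without WT NS replicate 2 (254), TNFR2-/- NS replicate 4 (389) or TNFR2-/- St replicate 5 (258), and also with voom (276), which was chosen after seeing the values.

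Between TNFR2-/- St and WT St OPCs the paper's counts are 564 and 314, against 214 and 111 here. With no fold change threshold they were 441 and 452, within 1.5-fold of the paper's, and none of the other alternatives closed either gap.

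For genes upregulated in the 3 comparisons with St OPCs the paper's count is 152, against 70 here. It was 103 without TNFR2-/- NS replicate 5 and 123 with voom, chosen after seeing the values, and no other alternative closed the gap. For genes upregulated in TNFR2-/- St vs WT St alone the paper's count is 91, against 48 here, and 72 with median-of-ratios scaling, 73 with library weights, 69 with no fold change threshold, and 79, 63, 131 and 82 without WT NS replicate 3, WT NS replicate 4, TNFR2-/- NS replicate 5 and TNFR2-/- St replicate 4. The others did not close it. For the downregulated sets the paper's counts are about 17 and about 120 in Fig. 3B, read by eye, against 5 and 47. The first gap was closed with no fold change threshold (21) and without TNFR2-/- NS replicate 5 (12), the second with no fold change threshold (144), with the replicate block (86) and without TNFR2-/- NS replicate 5 (119).

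The paper describes *Hes1* as reduced further in TNFR2-/- OPCs. The level in St cells was 14.8 against 12.5 FPKM in WT, with a log2 fold change of 0.18 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.658), and −0.11 without TNFR2-/- St replicate 2. The response to stimulation went the paper's way, at −2.43 in TNFR2-/- and −1.95 in WT OPCs. The interaction of −0.49 was not past the threshold (adjusted p = 0.767), and ranged from −0.78 to −0.28 over the alternatives. Fig. 4C marks *Hes1* between NS groups, where the adjusted p was 0.0876, and Fig. 4B marks *Lingo1* between St groups, where it was 0.0549 and under 0.05 with a filter at 1 FPKM (0.0465), library weights (0.0424), the replicate block (0.0346), and without TNFR2-/- NS replicate 4 (0.0443) or TNFR2-/- St replicate 4 (0.0394).

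In Fig. 5 the paper marks *B2m*, *H2-K1*, *Erap1*, *Tapbp*, *Psme2*, *Psmb10* and *Psmb5* between St groups, which were not past the threshold here (adjusted p = 0.15, 0.112, 0.0684, 0.15, 0.479, 0.0889 and 0.0707). *Erap1* was with library weights (0.0401), voom, chosen after seeing the values (0.0415), and without TNFR2-/- St replicate 4 (0.0429), and *H2-K1* without TNFR2-/- NS replicate 5 (0.0418). The paper marks the rise of *Ciita* in TNFR2-/- OPCs alone, and here it was past the threshold in WT OPCs too (1.92, adjusted p = 0.000145).

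In Fig. 6 the paper marks *Ccl2*, *Ccl7*, *Cxcl10* and *Cxcl12* between St groups, where the adjusted p was 0.286, 0.155, 0.232 and 0.141. *Ccl7* was under 0.05 with library weights (0.0473), *Ccl7* and *Cxcl10* with voom, chosen after seeing the values (0.0219 and 0.0295), and *Cxcl12* with the replicate block (0.0461) and without TNFR2-/- NS replicate 5 (0.039). The paper marks the rise of *Cxcl9* and *Cxcl11* in TNFR2-/- OPCs alone, and here both rose in WT OPCs (adjusted p = 4.54e-07 and 4.17e-07).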

Other observations

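The tests of a lower share of OPCs, of the window on chromosome 4, of divisors, of copied genes and of other groupings were chosen only after the result was seen.

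Real groups were compared with the other ways of splitting 6 libraries into groups of 3. For each of the 4 comparisons, 1 of the 10 splits, the real one, gave as many calls, and the most in any other split was 1, in WT St vs WT NS. The interaction was tested on splits of the 6 cultures, of which 1 of 10 gave as many calls, and so did 1 of 10 for the 70 shared genes and 1 of 10 for the 48 in TNFR2-/- St vs WT St alone. Of the 4 splits that part all 3 pairs of a culture, which holds for the responses, 1 gave as many. As many lists passed in 2 of 10 splits for TNFR2-/- NS vs WT NS (7 to 16 lists in other splits), 2 for WT St vs WT NS (10 to 24), 5 for TNFR2-/- St vs TNFR2-/- NS (9 to 22), 2 for TNFR2-/- St vs WT St (5 to 19) and 1 for the interaction. With 10 splits the share is never under 0.1, so chance cannot be excluded by this count, and the number of lists past the threshold says little about a real difference.

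Markers of astrocytes rose as a list in TNFR2-/- cultures, 10 of 10 genes in NS (median log2 fold change 0.807, camera with Benjamini-Hochberg adjustment, adjusted p = 0.000984, and 0.0196 with fry) and in St OPCs (0.803, 1.01e-05, and 0.0125 with fry). Their mean level was higher in each TNFR2-/- than in each WT library, by 0.91 and 0.94 (exact permutation test, p = 0.1 in each). *Gfap* was at 231 and 233 FPKM in the TNFR2-/- replicate 5 culture, 19.7 to 42.5 in other TNFR2-/- libraries and 6.23 to 23.3 in WT libraries, and *Aqp4* at 572 and 718, 154 to 257 and 60.6 to 158. Without that culture the list stayed past the threshold (0.000193 and 8.94e-07, 10 of 10 genes in each). A lower share of OPCs alone would raise other cell types alike, and mural and fibroblast markers moved the other way in St OPCs, by −0.85 (exact permutation test, p = 0.1), with a median of −1.02 over the list and of −0.34 without WT St replicate 2. More astrocytes, or OPCs closer to astrocytes in expression, may contribute to the calls between genotypes. All 10 genes were also detected in WT cultures, none is in another of the marker lists, and none is among the genes of Figures 4–6. That does not show the genes of Figures 4–6 to be free of an astrocyte contribution, which was not tested.

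Other marker lists gave adjusted p in NS and St OPCs of 0.0414 (0.129 without WT NS replicate 4) and 0.645 for neurons (9 of 10 and 7 of 10 genes lower), 0.687 and 0.772 for endothelial cells, 0.183 and 0.0981 for mural cells and fibroblasts, 0.36 and 0.599 for mature oligodendrocytes, 0.394 and 0.769 for OPCs, of whose 6 genes Figure 4 holds 3, and 0.0525 and 0.00213 for interferon-stimulated genes (10 of 12 and 11 of 12 higher). The cholesterol synthesis list was lower in 17 of 18 genes in NS (1.52e-09, and 0.0204 with fry) and 18 of 18 in St OPCs (1.43e-11, and 0.00761 with fry), and each TNFR2-/- library was below each WT library in mean level. The lists of microglia and of TNF receptors had fewer than 3 genes past the filter and were not tested. After stimulation, interferon-stimulated genes rose with adjusted p of 1.88e-22 in WT and 3.37e-21 in TNFR2-/- OPCs.

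Handling of the NS cultures was tested with immediate early genes, which were lower in TNFR2-/- NS OPCs (10 of 10 genes, median −1.22, adjusted p = 3.78e-08) and of which 7 were among the 524 genes called. Their mean level was lower in each TNFR2-/- than in each WT library, by −1.2 in NS and −0.35 in St OPCs (exact permutation test, p = 0.1 in each), although the list was not past the threshold in St OPCs (0.185). A difference in handling and an effect of genotype would each lower these genes, so the test does not separate them, and an effect of genotype stays open as untested.

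Wholly different sexes of pups would separate the genotypes by *Xist* and genes of the Y chromosome, whereas a partly different mix would only shift them. *Xist* overlapped between genotypes in both conditions, and of 4 Y-linked genes *Ddx3y* in NS and *Uty* in St libraries did not overlap, both being lower in TNFR2-/- libraries. Of the NS calls 1.94% lay on X or Y against 3.06% of tested genes (Fisher's exact test, p = 0.153; in St OPCs 0.63%, p = 0.0073). The sex list had a camera adjusted p of 0.0703 in NS and 0.179 in St OPCs, with 4 of 5 genes lower in each (medians −1.08 and −1.03). A partly different mix is thus not excluded, and the share of calls on X or Y does not test effects of sex on other genes. WT replicate 2 held 9 and 70 *Xist* reads, where the other libraries held 8776 to 18949.

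Sequence of another strain carried along with the disrupted gene was tested within 10 Mb of *Tnfrsf1b*. In NS OPCs 7 of 207 genes were called (3.38%) against 508 of 17354 elsewhere (2.93%, Fisher's exact test, p = 0.675), so most calls lie elsewhere. In St OPCs 9 of 207 were called (4.35% against 1.77%, Fisher's exact test, p = 0.0129), and within 20 Mb p was 1 in NS and 0.341 in St OPCs. *Gm13251* and *Masp2*, named after their values were seen, were higher in both conditions (1.68 and 1.71, 1.58 and 1.88). In a scan of 277 windows of 10 Mb for 137 genes called the same way in both conditions, the window of chromosome 4 around the gene had the smallest p of all (5 of 94 genes, Fisher's exact test, p = 0.000845 before and 0.234 after adjustment), and 0 windows passed. For the St calls near the gene, strain sequence and an effect of genotype cannot be told apart, because the region is inherited with the disrupted gene in every TNFR2-/- library.

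The divisors behind the FPKM were unrelated to annotated gene lengths (Spearman correlation 0.026 across genes), which argues against another definition of length. The share within 2-fold of the gene's own length, 25.2%, was like the 26.1% after shuffling, so lengths assigned to other genes are a candidate explanation.

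*Gm5900* and *Rpl34-ps1*, copies of *Lamtor3* and *Rpl34*, rose in reads by 2.97 and 3.69 in NS and 2.59 and 3.20 in St libraries on the log2 scale, while *Lamtor3* fell by 0.63 and 0.82 and *Rpl34* by 1.15 and 1.48. Of the 100-base sequences of *Rpl34-ps1* 98.4% occur in another gene. Reads of each parent gene placed on its copy, for instance through a variant of strain, are a candidate explanation, and the sums of gene and copy still fell by 0.23 and 0.44 and by 0.83 and 1.15. Both parent genes lie on chromosome 3, as does *Gbp2b*, with *Lamtor3* at 137918506 to 137928900 and *Rpl34* at 130726831 to 130730398.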
